# A timed epigenetic switch balances T and ILC lineage proportions in the thymus

**DOI:** 10.1242/dev.203016

**Published:** 2024-12-10

**Authors:** Nicholas A. Pease, Kathryn M. Denecke, Lihua Chen, Peter Habib Gerges, Hao Yuan Kueh

**Keywords:** Developmental timing, Epigenetic switches, Gene regulatory networks, Innate lymphoid cells, T cells, PLZF, Mouse, Bcl11b

## Abstract

How multipotent progenitors give rise to multiple cell types in defined numbers is a central question in developmental biology. Epigenetic switches, acting at single gene loci, can generate extended delays in the activation of lineage-specifying genes and impact lineage decisions and cell type output. Here, we analyzed a timed epigenetic switch controlling expression of mouse Bcl11b, a transcription factor that drives T-cell commitment, but only after a multi-day delay. To investigate roles for this delay in controlling lineage decision making, we analyzed progenitors with a deletion in a distal *Bcl11b* enhancer, which extends this delay by ∼3 days. Strikingly, delaying *Bcl11b* activation reduces T-cell output but enhances innate lymphoid cell (ILC) generation in the thymus by redirecting uncommitted progenitors to the ILC lineages. Mechanistically, delaying *Bcl11b* activation promoted ILC redirection by enabling upregulation of the ILC-specifying transcription factor PLZF. Despite the upregulation of PLZF, committed ILC progenitors could subsequently express *Bcl11b*, which is also needed for type 2 ILC differentiation. These results show that epigenetic switches can control the activation timing and order of lineage-specifying genes to modulate cell type numbers and proportions.

## INTRODUCTION

During development and tissue regeneration, stem and progenitor cells give rise to differentiated cell types in defined numbers and proportions to properly generate and maintain organs and body plans. To do so, these cells must closely control their lineage decisions in space and time inside an embryo or organism. The timing of lineage decisions, in particular, is subject to close developmental control, as it shapes both the degree to which progenitors can proliferate, as well as their internal regulatory state and lineage potential.

Epigenetic switching mechanisms, which modulate the activation timing of lineage-specifying genes, can influence stem cell lineage decision making (Abadie et al., 2019; Ebisuya and Briscoe, 2018). The activation timing of genes is often assumed to depend solely on the activity of upstream *trans*-factors. However, across a range of systems, epigenetic switches, acting in *cis* at individual gene loci, can delay the activation of lineage-specifying genes after initial exposure to developmental signals (Abadie et al., 2024; Berry et al., 2017; Bintu et al., 2016; Hathaway et al., 2012; Ng et al., 2018), sometimes by multiple days and cell generations. These time delays in epigenetic switching vary both between single cells and between individual gene loci in the same cell due to the stochastic nature of chromatin regulation (Bintu et al., 2016; Dodd et al., 2007; Festenstein et al., 1996; Owen et al., 2023). However, despite this stochasticity, probabilistic time constants of switching are precisely modulated at multiple levels, including by cytokine signaling, transcription factors (TFs), and associated *cis*-regulatory elements and chromatin-modifying enzymes (Chu et al., 2021; Deschamps and Duboule, 2017; Fabre et al., 2015; Kissiov et al., 2022; Pease et al., 2021). Because of their tunable nature, such timed epigenetic switches could be utilized by stem cells to control differentiation output. However, it has remained unclear what roles, if any, timing delays in epigenetic switching play in controlling stem cell lineage decisions and output.

Here, we study the functional roles for epigenetic timing delays in the lineage decisions of early thymic progenitors. After entering the thymus, hematopoietic progenitors maintain a multipotent state for ∼7 days, where they are able to give rise to multiple immune cell lineages. The large majority of progenitors then commit to the T-cell lineage, and proceed to undergo T-cell receptor rearrangement and selection to become a functional T cell. However, a fraction of progenitors can give rise to type 2 innate lymphoid cells (ILC2s) as an alternative lineage option, both in the fetal and in the adult thymus (Ferreira et al., 2021; Jones et al., 2018), or generate distinct subtypes of natural killer (NK) cells (Vargas et al., 2011; Vosshenrich et al., 2006).

The extended time period in which progenitors maintain a multipotent state is due in part to an epigenetic switch that generates a multi-day delay in the activation of the T-cell lineage commitment regulator *Bcl11b*. T-cell lineage specification begins with engagement of Notch/Delta signaling (Chen et al., 2019; Maillard et al., 2005; Radtke et al., 2010), which upregulates the expression of the TFs TCF-1 (also known as TCF7) and Gata3. These TFs, in conjunction with Runx factors that are already expressed prior to thymic entry, then work together to turn on Bcl11b expression, which represses myeloid and NK cell potential and drives T-cell commitment (García-Ojeda et al., 2013; Germar et al., 2011; Kueh et al., 2016; Shin et al., 2023; Weber et al., 2011). Strikingly, whereas TCF-1 and Gata3 turn on shortly after thymic entry and exposure to Notch ligands (∼1 day), *Bcl11b* activation occurs only ∼7 days later (Rothenberg, 2019; Yui and Rothenberg, 2014). By analyzing *Bcl11b* activation dynamics at the single chromosomal allele/single-cell level, we found that this multi-day delay was due to a timed epigenetic switch, involving a rate-limiting transition of the gene locus from a compacted, silent state to a de-compacted, expressing state (Ng et al., 2018; Pease et al., 2021). Importantly, although this switch is stochastic, time constants for probabilistic switching are tightly controlled by histone-modifying enzymes [Polycomb repressive complex (PRC)2] (Pease et al., 2021), upstream TFs (TCF-1, Gata3) (Kueh et al., 2016), as well as a far-distal *cis*-regulatory element (Li et al., 2013; Ng et al., 2018), which we termed a ‘timing enhancer’ (TE) as it moderately speeds up the onset of *Bcl11b* activation in progenitors but is not required for maintaining its expression (Chu et al., 2021).

Time-delayed control of *Bcl11b* epigenetic switching and activation may play a role in T-cell and ILC2-lineage decision making in early progenitors. Although ILCs share common transcriptional programs with T cells, they also express Id2, PLZF (encoded by the *Zbtb16* gene) and RORα, which work together to suppress T-cell programs (Qian et al., 2019; Wang et al., 2017) and to specify ILC identity (Constantinides et al., 2014; Fang and Zhu, 2017; Ferreira et al., 2021; Rothenberg, 2019). These ILC-specific regulators are prevented from being expressed in committed T-cell progenitors by expression of Bcl11b (Hosokawa et al., 2018; Zhou et al., 2022); however, because these regulators are downstream of Notch signaling and its target Gata3 (Ferreira et al., 2021; Rothenberg, 2019), they could potentially become induced in multipotent progenitors, particularly in cells that show lengthened delays in *Bcl11b* activation. Paradoxically, although Bcl11b represses *Id2* and *Zbtb16*, its expression is also required for development of ILC2s, where it binds and regulates a set of genes distinct from its target genes in T cells (Hosokawa et al., 2020). How the same TF that represses alternate-fate regulators to uphold cell identity in one lineage can also work alongside the same regulators to establish another identity in another lineage is currently unknown.

In this study, we sought to understand how developmental timing delays set by the *cis*-epigenetic switch for *Bcl11b* activation regulate T and ILC decisions in early double-negative (DN) progenitors (i.e. progenitors lacking CD4 and CD8). To disentangle *cis*-epigenetic timing control from other developmental mechanisms, we utilized a knockout mouse strain carrying a deletion of the *Bcl11b* TE (Li et al., 2013; Ng et al., 2018) (ΔTE). The TE serves as one of two transcription start sites for a distal long non-coding RNA transcript (*ThymoD*), which is activated immediately preceding *Bcl11b* activation and physically interacts with its promoter through DNA-looping mechanisms (Isoda et al., 2017). While completely disrupting *ThymoD* transcription impairs *Bcl11b* expression levels and leads to impaired T-cell development and consequently leukemia, removal of the TE only moderately delays *Bcl11b* activation by ∼3 days without affecting its maintenance and subsequent T-cell maturation and function once expressed. By analyzing lineage decision making in cells having both normal and protracted time delays in *Bcl11b* activation in the thymus and *in vitro* (Holmes and Zuniga-Pflucker, 2009), we found that delayed *Bcl11b* activation and T-cell lineage commitment reduced T-cell output, but enhanced the generation of ILC2s in the thymus. This lengthened time in an uncommitted state enabled progenitors to prime an early pro-ILC transcriptional program, marked by heightened expression of *Zbtb16*, which drove commitment down the ILC2 pathway. Importantly, progenitors were still able to activate *Bcl11b* after the onset of ILC priming; however, when *Bcl11b* was activated after priming, it no longer repressed *Zbtb16* and other ILC2 regulators, which were now stably co-expressed alongside *Bcl11b* to enable the commitment to the ILC2 fate. These results show that *cis*-epigenetic switches, by setting the relative timing of gene regulatory events, can control lineage decisions at a developmental branch point and thereby control the numbers and proportions of differentiated cells generated. More generally, our findings highlight the importance of temporal regulation in gene regulatory networks for decision making in development and tissue regeneration.

## RESULTS

### A distal enhancer modulates the activation timing of *Bcl11b* but not maintenance of its expression

It is difficult to perturb the timing of a single epigenetic switching event and lineage commitment step in isolation from other molecular processes in the cell. Knocking out an essential lineage-specifying gene would generally completely abrogate development, whereas perturbing upstream signals or *trans*-acting factors that regulate the gene of interest would lead to systemic regulatory effects that are difficult to disentangle from effects on target gene activation itself.

Mutating a *cis*-regulatory element that selectively modulates the kinetics of a gene activation event *in cis* provides a method for probing functional roles for timing in lineage decision making. From work in diverse developmental and differentiation systems, it is now established that some *cis*-acting regulatory elements specifically enhance the probability a single gene stochastically switches on in response to signals, without affecting its final expression magnitude once active. As switching probabilities are low, they can frequently give rise to extended gene activation delays that span multiple cell generations, and thus can be referred to as ‘timing enhancers’ (TEs) (Chu et al., 2021). Mutations at these TEs could provide a unique tool to investigate roles for gene activation timing (Nguyen et al., 2021), as they frequently result in moderate changes in the timing delays for gene activation and developmental events (Gérard et al., 1997; Zákány et al., 1997).

To study the role of *Bcl11b* activation timing in regulating thymocyte differentiation, we utilized a mouse in which the *Bcl11b* TE was removed from both copies of *Bcl11b*, which were also tagged with a mCitrine yellow fluorescent protein knocked into its 3′-untranslated region (Bcl11b^YFP-ΔTE^) (Ng et al., 2018). We had previously verified that this knock-in 3′UTR reporter closely captures expression dynamics of endogenous *Bcl11b* transcripts, and does not lead to disruption in expression (Kueh et al., 2016). To first assess the effects of TE deletion on *Bcl11b* activation dynamics, we crossed this Bcl11b^YFP-ΔTE^ mouse strain to a second strain in which each wild-type copy of *Bcl11b* was non-disruptively tagged with a mCherry red fluorescent protein (Bcl11b^RFP-WT^). We purified bone marrow derived Bcl11b-negative DN2a progenitors from either Bcl11b^YFP-WT/RFP-WT^ or Bcl11b^YFP-ΔTE/RFP-WT^ mice and co-cultured them with OP9-DL1 stromal cells, which enable the reconstitution of early thymopoiesis *in vitro*. In agreement with our previous results (Ng et al., 2018), the mutant Bcl11b^YFP-ΔTE^ allele was expressed in an all-or-none manner ∼3 days later than the wild-type Bcl11b^RFP-WT^ allele in the same cells (Fig. 1A, Fig. S1A). Similarly, Bcl11b^YFP-ΔTE^ DN2a progenitors exhibited a delayed onset of YFP expression relative to Bcl11b^YFP-WT^ DN2a progenitors; however, Bcl11b^YFP-ΔTE^ DN2a progenitors were able to maintain relatively normal Bcl11b-YFP expression levels after activation (Fig. 1A). To determine whether this TE mutation could be used to study the importance *Bcl11b* activation timing *in vivo*, we next compared Bcl11b expression across all stages of thymocyte development in Bcl11b^YFP-WT/YFP-WT^ (WT) or Bcl11b^YFP-ΔTE/YFP-ΔTE^ mice (ΔTE) (Fig. 1B-E). ΔTE mice exhibited a reduction in the percentage of Bcl11b-YFP^+^ DN2 progenitors, confirming that Bcl11b activation is delayed at the DN2 stage *in vivo* (Fig. 1D). However, as observed *in vitro*, ΔTE thymocytes at the DN3-DP stages maintained comparable levels of Bcl11b expression post-activation and thymocyte maturation (Fig. 1C,E). Together, these results demonstrate that removal of the *Bcl11b* TE selectively delays *Bcl11b* activation at the DN2 stage without disrupting *Bcl11b* expression levels and subsequent stages of T-cell development.

**Fig. 1.**
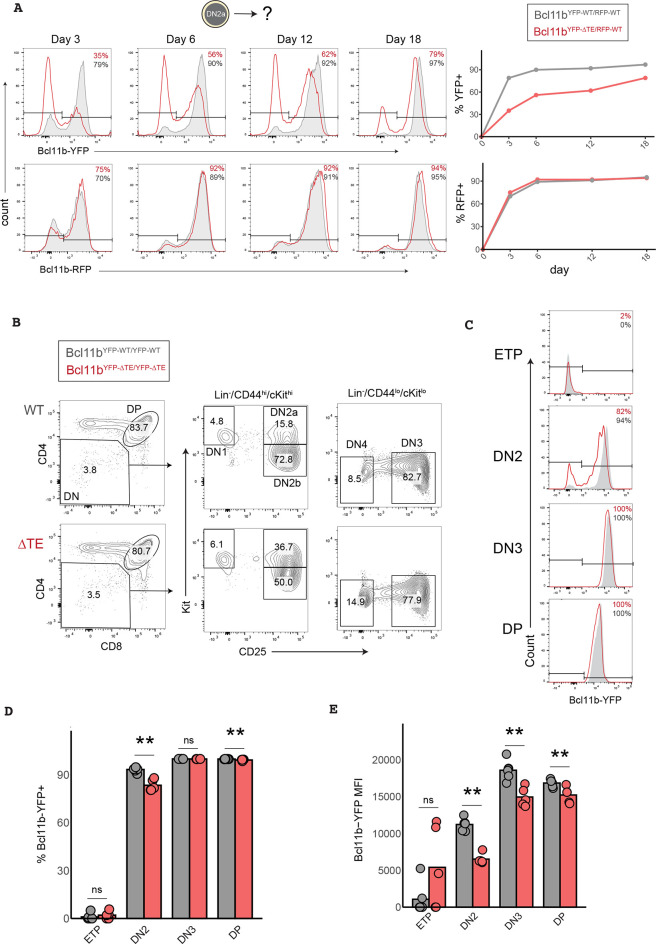
**Deletion of a distal enhancer selectively delays the timing of *Bcl11b* activation without altering its expression magnitude or maintenance.** (A) Bone marrow-derived Bcl11b-negative DN2a progenitors were sorted and re-cultured on OP9-DL1 stromal cells for up to 18 days. Graphs show flow cytometry analysis of Bcl11b-YFP and Bcl11b-RFP allele expression levels with histograms (left) and frequency of live DN progenitors positive for each allele over time (right). (B) Gating strategy for analyzing *in vivo* thymocytes. (C) Representative histograms of Bcl11b-YFP expression levels for each T-cell developmental stage. (D) Quantification of the frequency of Bcl11b-YFP^+^ thymocytes (unpaired Wilcoxon rank sum test, one-tailed, **P<0.01, *n*=6 WT mice and *n*=5 ΔTE mice). (E) Quantification of Bcl11b-YFP expression levels in thymocytes [geometric mean fluorescence intensity; unpaired Wilcoxon rank sum test (one-tailed), **P<0.01, *n*=6 WT mice and *n*=5 ΔTE mice]. MFI, median fluorescence intensity; ns, not significant.

### Delayed *Bcl11b* activation decreases T-cell output and increases thymic ILC output

To investigate how delayed *Bcl11b* activation timing may impact T-cell development *in vivo*, we compared frequencies and numbers of DN thymocytes at different stages in the thymi of WT and ΔTE mice. We found that ΔTE mice showed significantly increased percentages of DN2a progenitors (∼1.7-fold), consistent with the delayed *Bcl11b* activation impeding the transition of these progenitors to the T-cell-committed DN2b stage in the thymus (Fig. 2A). This increase in DN2a frequency in ΔTE mice did not translate into significantly elevated cell numbers (Fig. S2A), suggesting that progenitors do not simply arrest and accumulate at this pre-commitment stage, but may become redirected into an alternate developmental pathway. All downstream subsets [DN2b, DN3 and CD4^+^CD8^+^ double positive (DP)] had similar frequencies between WT and ΔTE mice, indicating that delaying *Bcl11b* does not disrupt T-cell development and maturation after lineage commitment (Fig. 2A). However, ΔTE mice did show mild but statistically significant decreases in their total numbers of DN thymocytes (15% decrease), DP thymocytes (19% decrease) (Fig. 2B), as well as peripheral T cells in the spleen (27% decrease for total splenic T cells and 20% decrease in splenic T:B cell ratio) among a large number of matched mice (*n*=14-16 mice per genotype for DN counts and *n*=22-24 per genotype for DP counts). (Fig. 2C). Importantly, the number of B cells in the spleen remained constant (Fig. 2C), suggesting that these changes in T-cell numbers are not due to systemic changes in immune cell development in ΔTE mice. These results indicate that a delayed *Bcl11b* activation and T-lineage commitment due to TE deletion leads to a mild attenuation in T-cell output from the thymus.

**Fig. 2.**
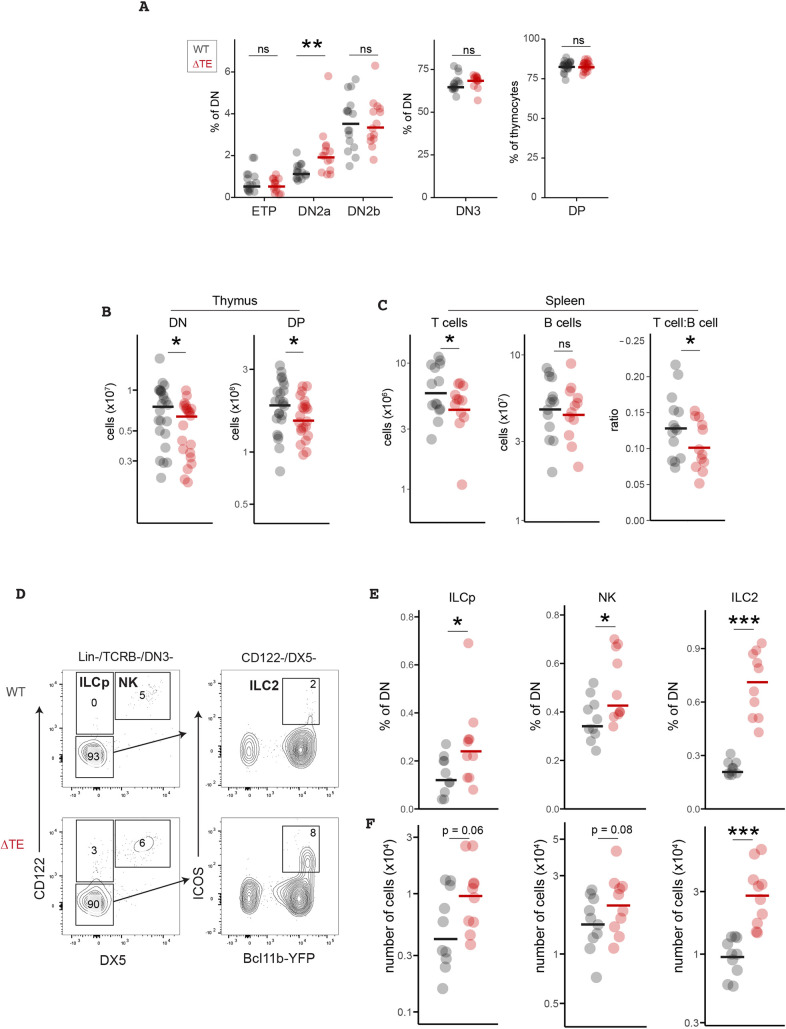
**Delaying *Bcl11b* activation enhances ILC generation while reducing T-cell output.** (A) Quantification of thymocyte population frequencies and total cell numbers (unpaired Wilcoxon rank sum test, two-tailed, **P<0.01, *n*=16 WT separate mice and *n*=14 ΔTE separate mice). (B) Quantification of DN or DP thymocyte numbers (unpaired Wilcoxon rank sum test, one-tailed, *P<0.05, *n*=16 individual WT mice and *n*=14 individual ΔTE mice for DN thymocytes, *n*=24 separate WT mice and *n*=22 separate ΔTE mice for DP thymocytes). (C) Quantification of splenocyte T- and B-cell numbers (unpaired *t*-test, one-tailed, *P<0.05, *n*=16 separate WT mice and *n*=14 separate ΔTE mice). (D) Gating strategy for analyzing thymic ILC subsets. (E,F) Quantification of thymic ILC subset frequencies and total cell numbers (unpaired Wilcoxon rank sum test, one-tailed, *P<0.05, ***P<0.001, *n*=10 separate mice per genotype). ns, not significant.

Activation of *Bcl11b* is important for silencing of ILC lineage-specifying genes in DN2 progenitors (Hosokawa et al., 2020; Kueh et al., 2016) and its deletion results in the acquisition of an immature ILC-like state and increased NK cell production (Hosokawa et al., 2018; Li et al., 2010; Zhou et al., 2022). Therefore, we hypothesized that delaying *Bcl11b* activation diverts DN2a progenitors away from the T-cell lineage and towards the ILC pathway in the thymus. To investigate this hypothesis, we quantified the frequencies and numbers of ILC precursors (ILCp) [Lin^−^/TCRB^−^/CD122 (IL-2Rβ)^+^/DX5 (integrin α2)^−^], ILC2s (Lin^−^/TCRB^−^/CD122^−^/DX5^−^/ICOS^+^/Bcl11b^+^) and NK cells (Lin^−^/TCRB^−^/CD122^+^/DX5^+^) in thymi of WT and ΔTE mice (Fig. 2D-F). Indeed, compared to the WT mice, ΔTE mice exhibited significantly elevated frequencies and numbers of ILCp and ILC2 cells in the thymus, and also exhibited moderate increases in the frequencies of NK cells. These cell populations largely exited the DN2a compartment and adopted an apparent DN4 phenotype with low CD25 (IL-2Rα) and Kit levels (Fig. S2B,C). However, a small fraction of ILCp from ΔTE mice retained a DN2a phenotype with elevated CD25 and Kit levels, consistent with these cells originating from uncommitted progenitors. Together, these results indicate that a prolonged delay in the activation timing of *Bcl11b* enhances production of multiple ILC lineages. Notably, ILC2s generated from ΔTE progenitors expressed Bcl11b at similar levels compared to those generated from WT progenitors. This similarity indicates that differences in ILC2 numbers between WT and ΔTE mice arise due to differences in activation timing and not dosage differences in *Bcl11b* expression. Together, these results demonstrate that the timing of *Bcl11b* activation is important for determining the relative proportions of T-cell and ILC progenitors in the thymus.

### Delayed *Bcl11b* activation promotes ILC diversion in multipotent thymic progenitors

Previous studies had shown that thymic progenitors retain the capacity to differentiate into ILCs for multiple days after thymic entry, prior to *Bcl11b* activation and T-cell lineage commitment (Qian et al., 2019; Wang et al., 2017). These observations raise the possibility that the delay in *Bcl11b* activation due to TE deletion may promote ILC diversion at multiple stages leading up to T-cell commitment by prolonging the time uncommitted progenitors spend in this multipotent state. To test this hypothesis directly, we compared the ILC lineage potential of WT versus ΔTE thymocytes at multiple stages, both before and after T-cell lineage commitment. To do so, we sorted pre-commitment [early thymic progenitors (ETPs) and DN2a] and post-commitment (DN2b and DN3) thymic progenitors from the thymi of WT and ΔTE mice, co-cultured them with OP9-DL1 stromal cells and cytokines to facilitate both ILC and T-cell development for 7 days before analyzing them by flow cytometry (Fig. 3A). As expected, ETP and DN2a progenitors from WT mice gave rise to ILC2s and NK cells at frequencies similar to those previously observed in the presence of sustained Notch signaling (Koga et al., 2018), whereas DN2b and DN3 thymocytes showed significantly decreased production of both ILC lineages, consistent with T-cell lineage commitment occurring at the DN2b stage (Fig. 3B-D). TE deletion decreased the T-cell production while increasing NK and ILC2 generation from both ETP and DN2a progenitors. ILC production was most enhanced when starting from DN2a progenitors, consistent with this lineage bifurcation occurring at this later stage when cells are poised to turn on *Bcl11b*. In contrast, DN3 progenitors from ΔTE mice generated normal frequencies of T-cell progenitors and failed to generate a significant number of ILC2 or NK cells, consistent with these progenitors being T-cell lineage restricted. Together, these results demonstrate that delaying the onset of *Bcl11b* activation increases the likelihood of DN2 progenitor divergence away from the T-cell lineage towards the ILC pathway in a thymocyte cell-intrinsic manner.

**Fig. 3.**
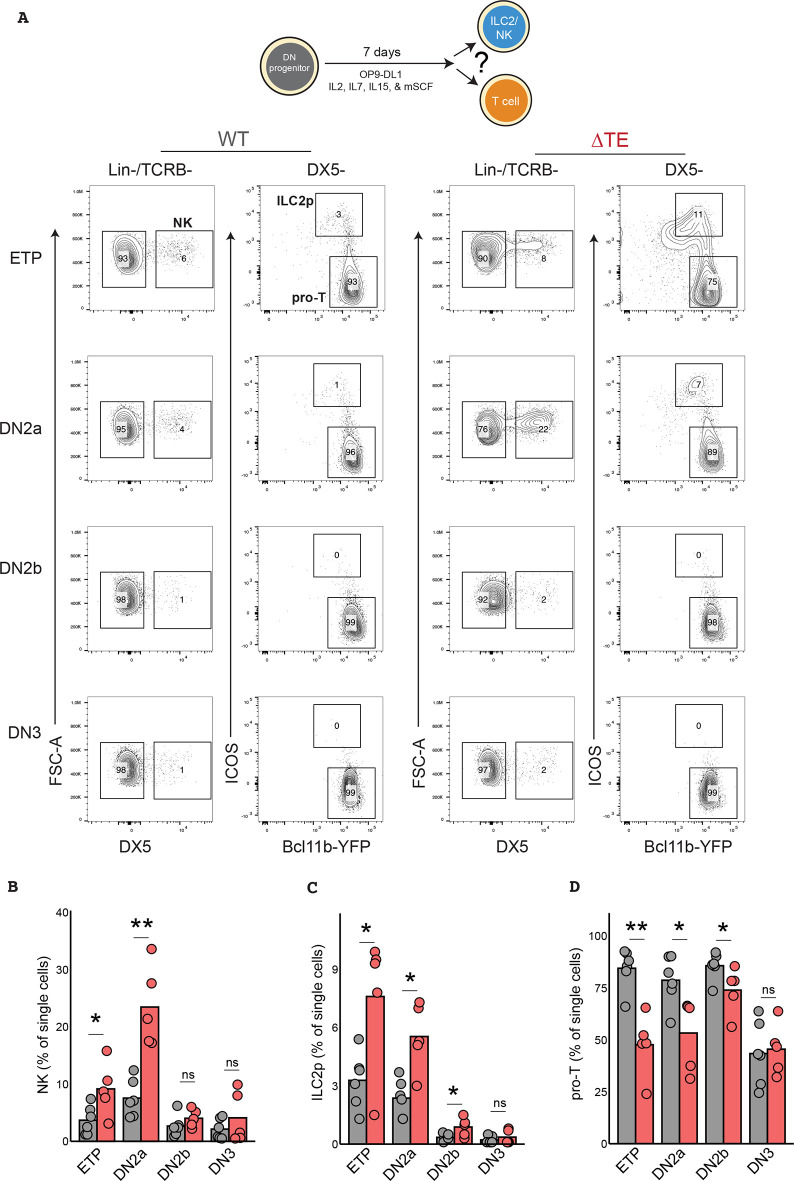
**Delayed *Bcl11b* activation promotes ILC redirection in progenitors poised for T-cell commitment.** (A) DN thymocytes were sorted and re-cultured for 7 days on OP9-DL1 stromal cells in the presence of pro-T and pro-ILC cytokines (IL-2, IL-7, IL-15, Flt3-L, SCF). (B-D) Quantification of the frequencies of NK, ILC2 and T-cell progenitors at day 7 (unpaired Wilcoxon rank sum test, one-tailed, *P<0.05, **P<0.01; *n*=5 WT and 6 ΔTE separate mice. ns, not significant.

### Delayed *Bcl11b* activation leads to ILC priming and *Zbtb16* upregulation in multipotent progenitors

The prolonged delay in *Bcl11b* activation due to TE deletion may promote ILC divergence by enabling a parallel and competing pro-ILC transcriptional program to emerge in DN2a progenitors. To test this hypothesis, we purified bone marrow-derived DN1 (CD44^+^CD25^−^), DN2a (CD44^+^CD25^+^Bcl11b^−^), and DN2b (CD44^+^CD25^+^Bcl11b^+^) progenitors from WT or ΔTE mice and re-cultured them on OP9-DL1 stromal cells for 4 days before harvesting them for single-cell RNA sequencing (Fig. 4A-C). 

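The 3 starting populations of each genotype were profiled by sci-RNA-seq3, in which fixed cells are barcoded in successive rounds in plates and RNA molecules are counted by unique molecular identifiers (UMIs). Each starting population had been pooled from 6 to 8 mice per genotype. Each of the 6 conditions was 1 library, so no difference between conditions had a replicate and none was tested. Each library was spread over 3 reverse-transcription wells, which are technical parts of 1 culture. The authors deposited the count of UMIs on each gene in each barcode, without normalization and before any filter on cells. The libraries held between 8007395 UMIs (ΔTE, DN2b start) and 14555100 UMIs (WT, DN2a start). Cells with at least 200 genes, at most 2000 UMIs and at most 30% mitochondrial UMIs were kept, as in the methods of the study. From WT mice, 10925 cells of the DN1 start, 19489 of the DN2a start and 4968 of the DN2b start were kept, and from ΔTE mice 10294, 11594 and 3401 cells, in the same order. The mitochondrial limit removed 2.59% of the remaining cells of the WT DN2a library and between 26.8% and 56.6% of those of the other libraries. Expression was measured as the summed UMIs of a group of cells scaled to a common total (CPM), with exact Poisson 95% intervals, and shares of cells were given exact Clopper-Pearson 95% intervals. These intervals cover counting error only. Bcl11b (ENSMUSG00000048251) lies on the minus strand of chromosome 12 from 107910403 to 108003602 in GRCm38, by the GENCODE M21 annotation. In all filtered cells of WT mice, Bcl11b was at 235 CPM (223 to 247) from the DN1 start, 535 CPM (520 to 550) from the DN2a start and 856 CPM (822 to 892) from the DN2b start. In cells of ΔTE mice it was at 89.4 CPM (81.9 to 97.4), 257 CPM (244 to 269) and 540 CPM (505 to 576), respectively. The log2 ratio of ΔTE to WT was −1.39 (−1.54 to −1.25) for the DN1 start, −1.06 (−1.14 to −0.98) for the DN2a start and −0.67 (−0.78 to −0.56) for the DN2b start. Among the alternative settings, a limit of 5% mitochondrial UMIs, which kept 3624 cells, moved the DN1 and DN2a ratios most. They were then −0.52 (−2.08 to 1.30) and −1.75 (−3.20 to −0.62). That limit gave no DN2b ratio, which moved most with at least 300 genes per cell, to −0.61 (−0.75 to −0.47).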

We chose this range of initial progenitors to ensure adequate sampling of cells across different developmental states, and also to enable concurrent analysis of lineage potential for different progenitor states through sequencing. 

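The filters left 60671 cells over the 6 libraries. The median cell of a library had between 386 and 485 UMIs and between 302 and 344 genes. In all, 13599 genes had a UMI in at least 15 cells. Mitochondrial genes made up a median of 13.3% of a cell's UMIs in the WT DN2a library and between 20.9% and 23.9% in the other libraries. Ribosomal RNA genes gave between 89.0% and 91.4% of the mitochondrial UMIs.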

We utilized a combinatorial indexing strategy for single-cell profiling (Cao et al., 2019), which yielded high-quality transcriptomes from 68,464 cells across these six conditions (Fig. 4A-C). To clearly resolve developmental lineages from single-cell data, we used a probabilistic topic modeling approach, which represents cells according to collections of co-expressed genes (i.e. gene topics) (Lynch et al., 2022). Here, each cell is represented by a mixture of gene topics, each with unique weights according to its gene expression profile (Fig. S3A, Table S1). 

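Cells were clustered from the deposited counts, so the cluster numbers and names used here are not those of the study, and differences from the study may come from the rebuilt clusters. Latent Dirichlet allocation with 11 topics on the 3000 most variable genes took the place of MIRA. Genes that the study names, sex-linked genes and mitochondrial genes were left out, so that their levels could be compared between clusters. The topic weights gave a graph of 40 nearest neighbors, which was clustered with the Leiden algorithm at a resolution of 0.3. This gave 9 clusters of at least 100 cells and 21 smaller clusters, which together held 0.570% of cells. A cluster was named after the cell class with the most markers at least 2-fold higher than in all other cells, if at least 3 were. The marker lists were set before the data were examined, and the naming rule after the clusters were seen.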

We then visualized cells based on their unique topic weights in two-dimensions using a uniform manifold approximation projection (UMAP), and clustered cells using the Leiden algorithm to visualize developmental states and trajectories.

**Fig. 4.**
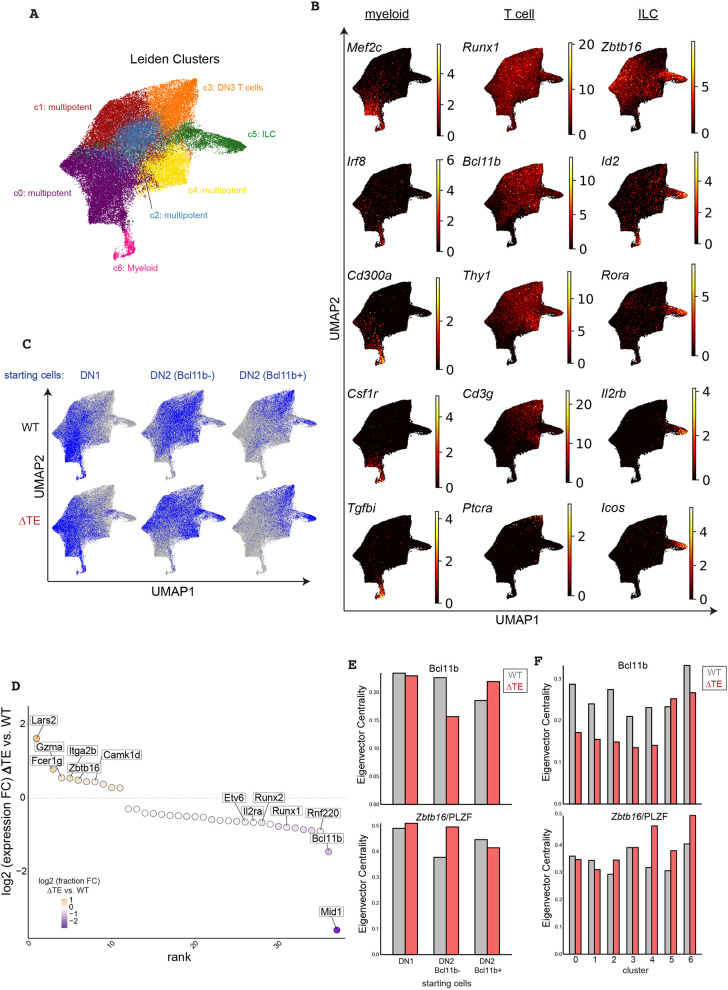
**Delayed *Bcl11b* activation enables emergence of an ILC program in poised progenitors marked by *Zbtb16* upregulation.** (A) UMAP representation of all cells with Leiden cluster labels and annotation (pooled bone marrow-derived progenitors from six to eight mice per genotype). (B) UMAP representation of all cells colored by myeloid, T-cell or ILC lineage marker gene expression levels (normalized to total counts). (C) UMAP representation of single-cell RNA-sequencing experiment colored by starting cell population for each sample (pooled bone marrow-derived progenitors from six to eight mice per genotype). (D) Differential gene expression analysis between ΔTE and WT cells in the multipotent clusters (clusters 0, 1, 2, and 4 only). Only genes detected in >5% of cells with an adjusted *P*<0.05 and an absolute fold-change >1.2 are displayed. (E,F) Eigenvector centrality values for Bcl11b and Zbtb16 in CellOracle-generated gene regulatory network models based on starting cell state (E) or Leiden cluster label (F).

This visualization revealed distinct trajectories corresponding to the progression of multipotent progenitors into the myeloid, T-cell or ILC lineages based on marker gene expression (Fig. 4B,C). 

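Clusters 0 and 5 of the rebuilt clustering, with 4111 and 2578 cells, were named T-like. Of the 10 T-cell markers, 7 were at least 2-fold higher in cluster 0 and 4 in cluster 5. Cluster 4, with 2681 cells, was named ILC-like from 11 of 18 markers of ILCs or NK cells, and cluster 7, with 651 cells, Myeloid-like from 11 of 12 markers. Clusters 6 and 8, with 2497 and 574 cells, were named Stroma-like from 8 of 8 markers, and OP9-DL1 stromal cells were part of every culture.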

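Cluster 1 of the rebuilt clustering, with 13393 cells, had 4 of 7 progenitor markers at least 2-fold higher than all other cells, and clusters 2 and 3, with 8935 and 24905 cells, were given no name. These 3 clusters are called the progenitor clusters, and held 77.9% of all cells. In WT libraries, they held 90.8% (90.3 to 91.3) of cells from the DN1 start, 76.0% (75.4 to 76.6) from the DN2a start and 65.5% (64.2 to 66.8) from the DN2b start. In ΔTE libraries, these shares were 89.9% (89.3 to 90.5), 71.5% (70.7 to 72.4) and 49.6% (47.9 to 51.3).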

Multipotent progenitors occupied the left region of the UMAP (clusters 0, 1, 2, 4) and gave rise to three lineages, myeloid progenitors (cluster 6), DN3 T cell precursors (cluster 3) as well as ILCs (cluster 5). As expected, clusters from these lineages were enriched for expression of corresponding lineage-specific genes [e.g. *Cd3g* and *Ptcra* for T cell precursors (cluster 3); *Il2rb*, *Icos* and *Rora* for ILC precursors (cluster 5); *Csf1r* and *Mef2c* for myeloid progenitors (cluster 6)]. 

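These genes had no part in building or naming the rebuilt clusters. In the summed cells of all libraries, the log2 ratio of CPM in the T-like clusters to the progenitor clusters was 1.85 (1.76 to 1.93) for Cd3g (ENSMUSG00000002033), with the same direction in all 6 libraries. It was 2.56 (1.76 to 3.33) for Ptcra (ENSMUSG00000036858), which was higher in 5 of 6 libraries. In the ILC-like cluster, the log2 ratio was 6.56 (6.04 to 7.12) for Il2rb (ENSMUSG00000068227), 6.39 (6.06 to 6.73) for Icos (ENSMUSG00000026009) and 4.65 (4.51 to 4.80) for Rora (ENSMUSG00000032238). In the Myeloid-like cluster, it was 5.62 (5.29 to 5.94) for Csf1r (ENSMUSG00000024621) and 2.46 (2.14 to 2.76) for Mef2c (ENSMUSG00000005583), each higher in 4 of the 6 libraries. Of the other genes shown in Fig. 4B, Irf8, Cd300a and Tgfbi had log2 ratios of 3.92 (3.50 to 4.33), 5.68 (5.40 to 5.95) and 7.27 (6.95 to 7.59) in the Myeloid-like cluster. Among these genes, the alternative that moved a ratio most left out the 6% of cells with the highest Scrublet scores in each library, a setting chosen after seeing the data, under which the log2 ratio of Cd300a was 1.83.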

Myeloid lineages appeared to be specified early, branching off from early progenitors (cluster 0) that can also give rise to T and ILC potent progenitors; in contrast, ILC lineages appeared to be specified later, branching off progenitors (clusters 1, 2, and 4) that already appeared to have some expression of T-cell lineage-associated genes (*Thy1*, *Bcl11b*). These results are consistent with the ILC lineage decision point occurring late, immediately prior to T-cell lineage commitment in DN2 progenitors.

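In WT cells of all starts, Bcl11b was at 195 CPM (181 to 209) in progenitor cluster 1, 341 CPM (317 to 366) in cluster 2 and 639 CPM (621 to 656) in cluster 3. It was at 612 CPM (541 to 690) in the ILC-like cluster, 949 CPM (888 to 1013) in T-like cluster 0, 981 CPM (900 to 1067) in T-like cluster 5 and 12.8 CPM (1.55 to 46.2) in the Myeloid-like cluster. In ΔTE cells, the clusters 1, 2 and 3 were at 55.4, 113 and 281 CPM and the ILC-like cluster at 247 CPM (215 to 283). Over all libraries, Thy1 (ENSMUSG00000032011), on chromosome 9 from 44043384 to 44048579, was at 124 CPM (115 to 132), 288 CPM (273 to 305) and 532 CPM (520 to 544) in progenitor clusters 1, 2 and 3. It was at 628 CPM (585 to 673) in the ILC-like cluster and 29.1 CPM (13.3 to 55.3) in the Myeloid-like cluster. Cluster 1 held 47.7% (46.7 to 48.6) of the cells of the WT DN1 library, 12.1% (11.6 to 12.6) of the WT DN2a library and 6.34% (5.68 to 7.05) of the WT DN2b library. Cluster 3 held 28.0% (27.2 to 28.9), 49.6% (48.9 to 50.4) and 50.1% (48.7 to 51.5) of the same libraries. The Bcl11b values over all starts thus mix differences between clusters with differences between starts. In the WT DN2a library alone, Bcl11b had 321 UMIs in the 2359 cells of cluster 1 and 508 in the 2785 cells of cluster 2. It had 3025 UMIs in the 9676 cells of cluster 3. Per cell, the order of the clusters was the same, with a smaller gap between clusters 1 and 3. The order in time of these clusters was not measured.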

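The ILC-like cluster held 0.531% (0.403 to 0.686) of the cells from WT DN1 progenitors, 2.10% (1.91 to 2.32) from WT DN2a progenitors and 9.62% (8.82 to 10.5) from WT DN2b progenitors. From ΔTE progenitors it held 1.09% (0.897 to 1.31), 7.11% (6.65 to 7.59) and 23.5% (22.1 to 25.0) of cells, in the same order. The log2 ratio of the ΔTE to the WT share was 1.04 (0.57 to 1.52) for the DN1 start, 1.76 (1.58 to 1.93) for the DN2a start and 1.29 (1.12 to 1.45) for the DN2b start. Within each start, the lowest of the 3 wells of the ΔTE library was above the highest well of the WT library, with 1.06% against 0.641% for the DN1 start, 6.64% against 2.16% for the DN2a start and 22.1% against 11.3% for the DN2b start. The alternative that moved these ratios most read the upper limit of the study as 2000 genes in place of 2000 UMIs, and the DN2a ratio was then 0.74 (0.65 to 0.84). Without use of the clusters, Il2rb, on chromosome 15 from 78479256 to 78495271, was at 2.32 CPM (1.44 to 3.55) in all WT cells and 11.2 CPM (8.78 to 14.2) in all ΔTE cells from the DN2a start. From the DN2b start, it was at 5.86 CPM (3.35 to 9.52) in WT and 59.4 CPM (48.5 to 72.2) in ΔTE cells. From the DN1 start, Il2rb had 0 UMIs in WT and 12 UMIs in ΔTE cells. Icos, on chromosome 1 from 60977927 to 61000320, was at 6.97 CPM (5.35 to 8.92) in WT and 15.2 CPM (12.3 to 18.6) in ΔTE cells from the DN2a start, and at 42.5 CPM (35.1 to 51.0) and 118 CPM (103 to 136) from the DN2b start. For the DN1 start, a difference in Icos was not detectable at this depth, with 12 and 17 UMIs. The sum of the 18 ILC-like markers over all cells differed less between genotypes, at 987 CPM (967 to 1008) in WT and 1049 CPM (1023 to 1074) in ΔTE cells from the DN2a start, and at 838 CPM (804 to 873) and 1303 CPM (1249 to 1358) from the DN2b start.

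**Figure D1:**
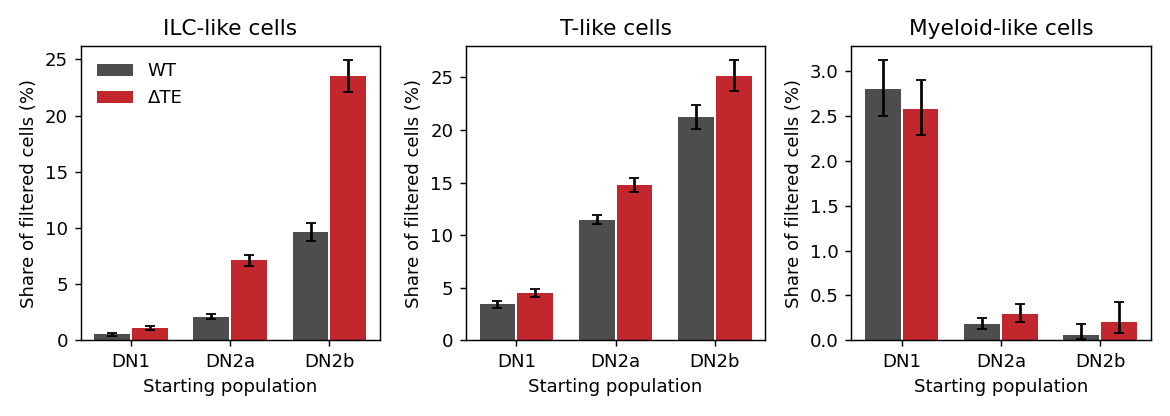
Percent of filtered cells in the ILC-like, T-like and Myeloid-like clusters for each starting population of WT and ΔTE mice, 1 library per condition, with exact 95% binomial intervals as error bars. The ILC-like share of ΔTE cells is above that of WT cells in all 3 starts.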

Analysis of progenitor populations from WT and ΔTE mice showed enhanced ILC specification as a result of delayed *Bcl11b* activation, consistent with the results obtained from thymus-derived progenitors (Fig. 3). 

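The Myeloid-like cluster held 2.80% (2.5 to 3.13) of cells from WT DN1 progenitors and 2.58% (2.29 to 2.91) from ΔTE DN1 progenitors. T-like clusters held 3.41% (3.08 to 3.77) of cells from WT and 4.49% (4.10 to 4.91) from ΔTE DN1 progenitors, a log2 ratio of 0.39 (0.19 to 0.60). This ratio reversed with a Leiden resolution of 0.6, to −0.058 (−0.25 to 0.14). T-like cluster 5 alone, whose name rests on the naming rule, held 2.36% (2.09 to 2.66) of WT and 2.90% (2.59 to 3.25) of ΔTE cells from the DN1 start.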

Starting with DN1 progenitors from WT and ΔTE mice generated some myeloid progenitors (cluster 6), but primarily gave rise to T-cell and ILC progenitors (clusters 1, 2 and 4), reflecting a transition to a T/ILC bipotent state yet to be perturbed by a forthcoming delay in *Bcl11b* activation (Fig. 4C). In contrast, starting with DN2 *Bcl11b*^−^ progenitors generated very few myeloid progenitors, but instead gave rise to T-cell or ILC precursors, reflecting their more advanced developmental state. Together, these results demonstrate that DN2 progenitors retain ILC developmental potential and that delayed *Bcl11b* activation and T-cell lineage commitment promotes divergence towards a pro-ILC transcriptional program within which late-coming Bcl11b expression can operate to promote ILC2 differentiation.

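From DN2a progenitors, the Myeloid-like cluster held 0.180% (0.125 to 0.250) of WT and 0.293% (0.203 to 0.410) of ΔTE cells. The log2 ratio of the Myeloid-like share of the DN1 start to that of the DN2a start was 3.96 (3.46 to 4.51) in WT and 3.14 (2.62 to 3.70) in ΔTE cells. With at most 2000 genes per cell, the setting that moved the ΔTE value most, it was 2.07 (1.77 to 2.37). The T-like clusters held 11.5% (11.0 to 11.9) of WT and 14.7% (14.1 to 15.4) of ΔTE cells from the DN2a start, a log2 ratio of 0.36 (0.27 to 0.45). This ratio fell below 0 with a Leiden resolution of 0.6 (−0.013), with at least 300 genes per cell (−0.065), where the T-like class was a single cluster of 16284 cells, and with at most 2000 genes per cell (−0.11). T-like cluster 5 alone held 3.78% (3.51 to 4.05) of WT and 6.35% (5.91 to 6.81) of ΔTE cells from the DN2a start.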

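From the DN2b start, in which progenitors already expressed Bcl11b when sorted, the T-like clusters held 21.2% (20.1 to 22.4) of WT and 25.2% (23.7 to 26.7) of ΔTE cells. The log2 ratio was 0.25 (0.11 to 0.38), and −0.40 (−0.52 to −0.28) with at least 300 genes per cell, where the T-like class held other cells. Without use of the clusters, the 10 T-like markers were summed over all cells. From the DN1 start, they were at 1095.5 CPM in WT and 1236.4 CPM in ΔTE cells. From the DN2a start, they were at 1993.5 CPM (1964.5 to 2022.8) and 2032.5 CPM (1997.5 to 2068). From the DN2b start, the sum was lower in ΔTE cells, at 2254 CPM (2184 to 2326) against 2387 CPM (2329 to 2446) in WT cells, unlike the share. T-like cluster 5 alone held 7.25% (6.54 to 8.00) of WT and 5.56% (4.81 to 6.38) of ΔTE cells from this start. In ILC-like cells of all starts, a list of 13 ILC2 genes summed to 1015 CPM (922 to 1114) in WT and 898 CPM (835 to 964) in ΔTE cells. A list of 15 genes of NK cells or ILC1 summed to 400 CPM (343 to 464) in WT and 683 CPM (628 to 741) in ΔTE cells of the same cluster. Gata3 gave most of the ILC2 sum, at 819 CPM (736 to 909) in WT and 733 CPM (676 to 793) in ΔTE cells. Cd160 gave most of the sum of NK cells or ILC1, at 267 CPM (221 to 320) in WT and 415 CPM (373 to 461) in ΔTE cells. Both lists were written after the leading genes of the ILC-like cluster, but before these sums, were seen.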

To identify the transcriptional regulators that promote ILC divergence in DN2 progenitors when *Bcl11b* activation is delayed, we analyzed genes differentially expressed between WT and ΔTE progenitors (clusters 0, 1, 2 and 4) that still harbor T and ILC lineage potential. 

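For this comparison, cells of the progenitor clusters were taken after downsampling to equal numbers of filtered cells per genotype in each start, which left 20326 WT and 19237 ΔTE cells. In these cells, 2323 genes had a UMI in over 5% of the cells of at least 1 genotype. The Wilcoxon test of the study, which takes cells as replicates, was not repeated. The median log2 ratio of ΔTE to WT over the 2323 genes was −0.06 in pooled cells and −0.14 for the DN2a start, and with TMM scaling −0.004 and −0.002. Ratios are given on the CPM scale, so a gene of the DN2a start that followed the median gene had a ratio of −0.14. Among genes with a pooled ratio over 1.2-fold and the same direction in all 3 starts, whatever the size of the change in a single start, the highest pooled log2 ratios were those of Sergef (1.59), Fcer1g, Fgf3 (0.87), Ide (0.82) and Itga2b (0.73). That of Sergef was 0.09 without 1 reverse-transcription well of the ΔTE DN1 library. The lowest were those of Mid1 (−3.33), Bcl11b, AC149090.1 (−1.15), Cd3g (−1.09) and Prkag2 (−0.64), and that of Cd3g was 1.14 (−0.65 to 3.27) with at most 5% mitochondrial UMIs. Mid1 (ENSMUSG00000035299), on chromosome X from 169685199 to 170005736, was lower in ΔTE cells also in the Myeloid-like cluster, with 2 UMIs in ΔTE and 79 in WT cells, and its level differed 6.10-fold between wells of the WT DN1 library and 4.39-fold between those of the WT DN2b library. Lars2, the highest gene of Fig. 4D, had a pooled log2 ratio of 1.93, and of 0.01 without 1 well of the ΔTE DN2a library.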

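In the progenitor clusters of WT mice, Bcl11b was at 230.1 CPM (218 to 243) from the DN1 start, 567 CPM (549 to 585) from the DN2a start and 828 CPM (787 to 870) from the DN2b start. In those of ΔTE mice it was at 86.0 CPM (78.3 to 94.2), 248 CPM (234 to 262) and 490 CPM (445 to 538). The pooled log2 ratio was −1.21 (−1.29 to −1.14), with −1.42 (−1.58 to −1.26), −1.20 (−1.29 to −1.10) and −0.76 (−0.91 to −0.60) for the DN1, DN2a and DN2b starts. The setting that moved the pooled ratio most kept cells with at least 300 genes, left a single progenitor cluster of 11625 cells, and gave −1.74 (−1.98 to −1.52). Runx1 (ENSMUSG00000022952), on chromosome 16 from 92601466 to 92826149, had a pooled log2 ratio of −0.36 (−0.39 to −0.32), and was lower in ΔTE cells of each start, by −0.28, −0.45 and −0.39. With at most 5% mitochondrial UMIs, its ratio was 0.048 (−0.64 to 0.74). Runx2 (ENSMUSG00000039153), on chromosome 17 from 44495987 to 44814797, had a pooled log2 ratio of −0.47 (−0.57 to −0.37), with −0.41, −0.55 and −0.41 for the 3 starts. Relative to the median gene, the pooled ratios were −1.15 for Bcl11b, −0.30 for Runx1 and −0.41 for Runx2.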

From this analysis, we found that progenitors with a deleted enhancer showed significantly decreased expression of *Bcl11b*, as expected. ΔTE progenitors also showed reduced expression of other T-cell lineage regulators, including *Runx1* and *Runx2*, suggesting the emergence of alternate regulatory programs that begin to dampen T-cell lineage gene expression when *Bcl11b* activation is delayed (Fig. 4D). Indeed, progenitors from ΔTE mice showed heightened expression of several genes associated with ILCs or NK cells, including *Fcer1g*, *Gzma* and *Zbtb16*, which encodes the pro-ILC TF PLZF. 

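Fcer1g (ENSMUSG00000058715), on chromosome 1 from 171229572 to 171234365, had a pooled log2 ratio of ΔTE to WT of 1.03 (0.93 to 1.13) in the progenitor clusters, with 2655 UMIs in ΔTE and 1244 in WT cells. For the DN1, DN2a and DN2b starts, its ratios were 0.82, 1.10 and 2.01. Gzma (ENSMUSG00000023132), on chromosome 13 from 113093825 to 113100981, had a pooled log2 ratio of 0.68 (0.63 to 0.72), with 0.60, 0.63 and 1.03 for the 3 starts. Zbtb16 (ENSMUSG00000066687) lies on chromosome 9 from 48654297 to 48836222. In the progenitor clusters of WT mice, it was at 275 CPM (261 to 289), 267 CPM (255 to 280.1) and 172 CPM (153 to 192) from the DN1, DN2a and DN2b starts, and in those of ΔTE mice at 392 CPM (376 to 409), 489 CPM (469 to 509) and 283 CPM (249 to 320). Its pooled log2 ratio was 0.70 (0.64 to 0.77), with 0.51 (0.42 to 0.61), 0.87 (0.78 to 0.96) and 0.72 (0.48 to 0.96) for the 3 starts. With TMM scaling, the ratio of the DN2a start was 1.01 (0.92 to 1.10). With at least 300 genes per cell, and so a different set of progenitor cells, the pooled ratio was 0.37 (0.26 to 0.48). With at most 5% mitochondrial UMIs, the ratio of the DN2a start was −0.56 (−2.02 to 0.58). Within each start, every well of the ΔTE library was above every well of the WT library, and the closest pair, in the DN2b start, was at 197 and 174 CPM. Lars2 and Camk1d, by contrast, were each raised in 1 well of the ΔTE DN2a library.

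**Figure D2:**
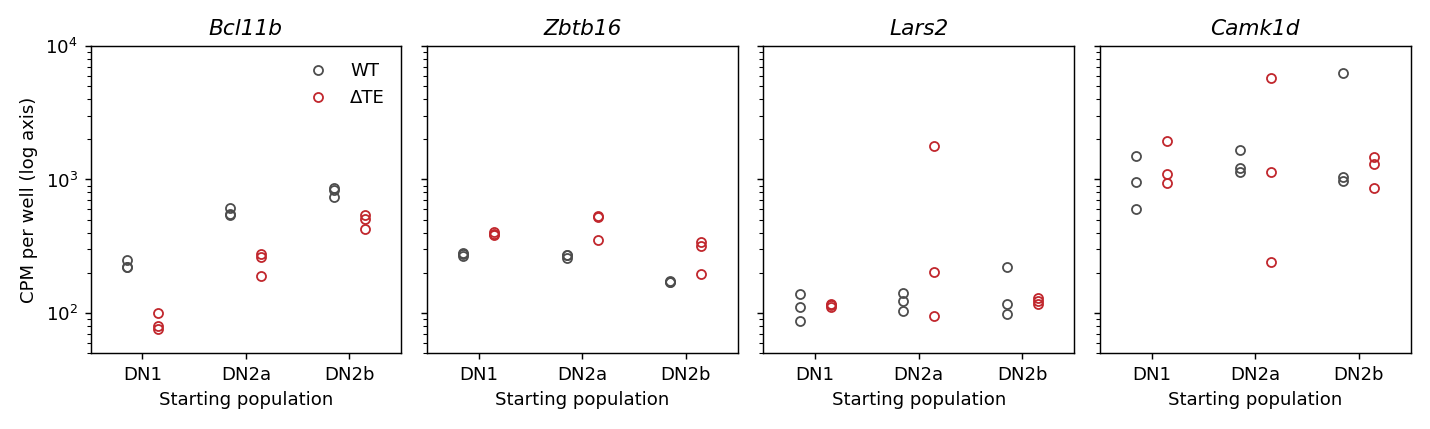
CPM of Bcl11b, Zbtb16, Lars2 and Camk1d in the progenitor clusters on a log axis, with 1 point per reverse-transcription well and 3 wells per library, which are technical parts of 1 culture. Wells of Bcl11b and Zbtb16 separate by genotype within each start, and the highest well of Lars2, at 1773 CPM, is in the ΔTE DN2a library, whose lowest well is at 95.6 CPM.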

Intriguingly, though ILC specification requires the concerted action of three regulators – *Zbtb16*, *Id2* and *Rora* (Constantinides et al., 2014; Fang and Zhu, 2017; Ferreira et al., 2021; Rothenberg, 2019) – only *Zbtb16* was noticeably upregulated in uncommitted progenitors upon *Bcl11b* enhancer deletion. In contrast, *Id2* and *Rora* both showed similarly low expression levels in multipotent progenitors with a deleted *Bcl11b* enhancer, and increased in expression only after ILC pathway entry (Fig. 4B).

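Id2 (ENSMUSG00000020644), on chromosome 12 from 25093799 to 25097140, had a pooled log2 ratio of ΔTE to WT of 0.44 (0.19 to 0.69) in these clusters, with 325 UMIs in ΔTE and 230 in WT cells. Its ratios were 0.66 (0.27 to 1.05) for the DN1 start, 0.26 (−0.07 to 0.58) for the DN2a start and 0.28 (−0.33 to 0.88) for the DN2b start, so that a difference was not detectable at this depth in the last 2 starts. Rora, on chromosome 9 from 68653786 to 69388246, had a pooled log2 ratio of −0.38 (−0.64 to −0.13), with 237 UMIs in ΔTE and 296 in WT cells. In all filtered cells in place of the progenitor clusters, the ratio of Rora reversed to 0.18 (0.04 to 0.31) and that of Id2 was 0.91 (0.75 to 1.07). With each cell thinned to 300 UMIs, Zbtb16 was detected in 6.88% (6.42 to 7.36) of WT and 12.2% (11.5 to 13.0) of ΔTE cells of the progenitor clusters from the DN2a start, with 3524 WT and 1016 ΔTE cells of lower depth left out. Without thinning, these shares were 9.68% and 19.5%, at median depths of 388 and 467 UMIs. In the Myeloid-like cluster of all libraries, at a median depth of 405 UMIs, Zbtb16 was detected after thinning in 0.926% (0.301 to 2.15) of cells, with 111 cells left out, and without thinning in 1.08%.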

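In the progenitor clusters of ΔTE mice over all starts, Id2 was at 29.8 CPM (26.7 to 33.2) and Rora at 21.7 CPM (19.1 to 24.7), against 23.7 CPM (21.2 to 26.4) and 30.1 CPM (27.3 to 33.1) in those of WT mice. In the ILC-like cluster of all libraries, Id2 was at 461 CPM (425 to 500) and Rora at 666 CPM (622 to 712). The log2 ratio of Id2 in the ILC-like cluster to the progenitor clusters was 4.13 (3.97 to 4.29). Id2 was highest in the Myeloid-like cluster, at 608 CPM (524 to 701), and Rora was at 248 CPM (225 to 273) and 245 CPM (200.2 to 297) in Stroma-like clusters 6 and 8. Zbtb16 was at 362 CPM (348 to 377), 302 CPM (286 to 319) and 323 CPM (314 to 333) in progenitor clusters 1, 2 and 3, and at 1026 CPM (971 to 1083) in the ILC-like cluster.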

These findings, along with observations that the *Zbtb16* locus is directly bound and repressed by Bcl11b during T-cell commitment (Hosokawa et al., 2018, 2020), implicate *Zbtb16*/PLZF as a driver of ILC lineage divergence at the DN2 stage when *Bcl11b* expression is delayed. 

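For the DN2a start, Bcl11b was lower and Zbtb16 higher in ΔTE cells of each of the 3 progenitor clusters. The log2 ratio of Bcl11b was −1.49 (−1.86 to −1.13) in cluster 1, −1.49 (−1.78 to −1.22) in cluster 2 and −1.10 (−1.21 to −0.99) in cluster 3. That of Zbtb16 was 0.58 (0.38 to 0.79), 0.55 (0.33 to 0.77) and 1.03 (0.92 to 1.14). From Zbtb16 being raised in ΔTE progenitors while Id2 and Rora stayed low, and from published binding and repression of the Zbtb16 locus by Bcl11b, the paper proposes Zbtb16 as a driver of ILC divergence at the DN2 stage when Bcl11b expression is delayed. The paper's further evidence is CellOracle centralities, PLZF protein in thymic progenitors, and knockdown and overexpression of Zbtb16. None of this further evidence was analysed here.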

To investigate whether *Zbtb16*/PLZF has elevated regulatory activity when *Bcl11b* is delayed, we used CellOracle gene regulatory network analysis to infer the centrality of *Zbtb16*/PLZF to the transcriptional programs of ΔTE and WT progenitors. CellOracle applies a linear machine-learning model to predict cluster-specific TF-to-gene linkages based on TF motif occurrence at regulatory regions associated with a target gene as well as the relationship between TF expression and that of the candidate target gene (Kamimoto et al., 2023). As expected, the CellOracle model predicted Bcl11b has reduced centrality in the network of ΔTE-derived progenitors starting from the DN2 Bcl11b^−^ state and across all multipotent clusters (0, 1, 2, 4) (Fig. 4E,F). Conversely, *Zbtb16*/PLZF had higher centrality scores in ΔTE-derived progenitors starting in the DN2 Bcl11b^−^ state compared to their WT counterparts. Specifically, the predicted *Zbtb16*/PLZF centrality is most dramatically elevated in ΔTE progenitors in cells of the multipotent clusters 2 and 4 as well as the ILC cluster 5. 

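Pde4d (ENSMUSG00000021699), on chromosome 13 from 108449948 to 109953461, was at 1902 CPM (1870 to 1936) in WT and 2202 CPM (2159 to 2245) in ΔTE cells of the progenitor clusters from the DN2a start. Its log2 ratio was 0.21 (0.17 to 0.25), with 0.35 with TMM scaling and −0.63 (−1.15 to −0.15) with at most 5% mitochondrial UMIs. The 3 wells of the ΔTE library were at 1684, 2306 and 2400 CPM, and those of the WT library at 1853, 1907 and 1962 CPM. Camk1d (ENSMUSG00000039145), on chromosome 2 from 5293457 to 5714515, was at 1357 CPM (1329 to 1384) in WT and 3190 CPM (3138 to 3242) in ΔTE cells of this start, a log2 ratio of 1.23 (1.20 to 1.27). Without the highest of the 3 wells of the ΔTE DN2a library, the ratio of Camk1d was −0.94 (−1.01 to −0.86). The remaining ΔTE wells were at 241 and 1133 CPM, and the WT wells at 1138 to 1658 CPM. Runx1 was at 1761 CPM (1729 to 1792) in WT and 1285 CPM (1252 to 1318) in ΔTE cells of the DN2a start, and its ratio with TMM scaling was −0.31 (−0.36 to −0.27).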

As expected, several of the top predicted *Zbtb16*/PLZF target genes were differentially expressed between ΔTE-derived and WT-derived DN2 Bcl11b^−^ progenitors (*Pde4d*, *Camk1d*, and *Runx1*) (Fig. S3B). Together, these findings suggest that *Zbtb16* upregulation in DN2 progenitors due to delayed *Bcl11b* activation may initiate a pro-ILC program in these cells.

To investigate whether delayed *Bcl11b* activation due to enhancer deletion also facilitates *Zbtb16*/PLZF upregulation *in vivo*, we measured PLZF protein levels in progenitors from thymi of WT and ΔTE mice using immunofluorescence staining (Fig. 5A). In wild-type thymic progenitors, PLZF was low in ETPs, and was transiently upregulated at the DN2a stage before being downregulated as Bcl11b expression increased at the DN3 stage (Fig. 5A,B), in agreement with our single-cell RNA-sequencing results on *in vitro-*derived T-cell progenitors. In progenitors from ΔTE mice, this transient expression of PLZF was elevated at the DN2a stage and persisted through the DN2b stage before again being downregulated in DN3 cells. These results indicate that the ILC priming in uncommitted DN2 progenitors, as observed in *in vitro*-generated T-cell progenitors, also occurs during T-cell development in the thymus.

**Fig. 5.**
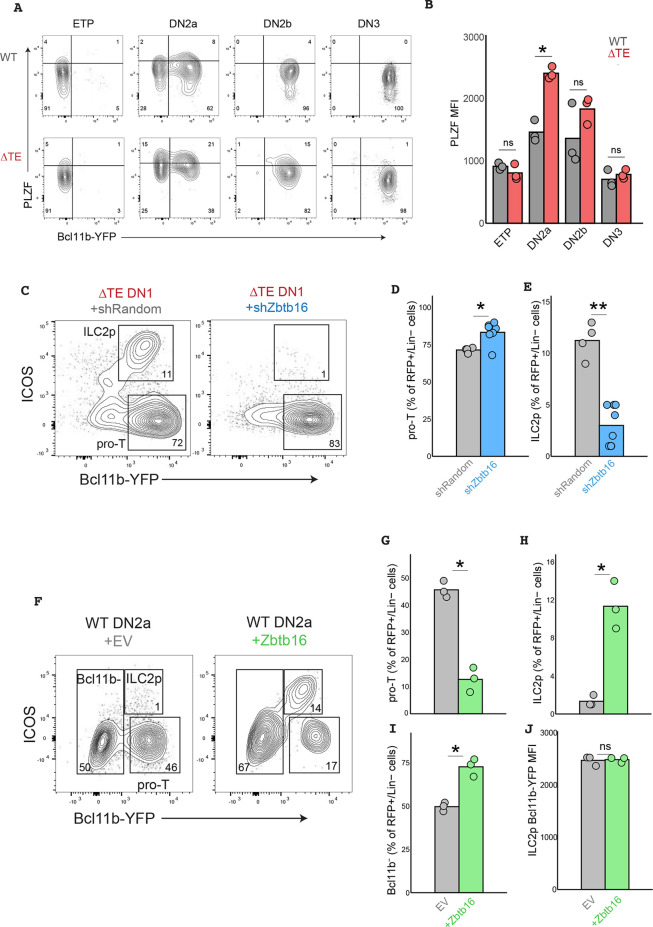
***Zbtb16*** **mediates ILC redirection in progenitors with delayed *Bcl11b* activation.** (A) Representative scatter plots of PLZF and Bcl11b-YFP levels across *in vivo* DN thymocyte populations. (B) Quantification of PLZF levels (geometric mean fluorescence intensity) in thymocytes (unpaired Wilcoxon rank sum test, *P<0.05, *n*=3 separate mice per genotype). (C) Bone marrow-derived DN1 progenitors from ΔTE mice were retrovirally transduced, sorted and re-cultured on OP9-DL1 cells in the presence of pro-ILC and pro-T cell cytokines for 10 days. (D,E) Quantification of the frequencies of pro-T and pro-ILC progenitors at day 10 [unpaired Wilcoxon rank sum test, one-tailed, *P<0.05, **P<0.01; *n*=4 (shRandom) or 8 (shZbtb16) experimental replicates using bone marrow-derived cells from a single pool of ΔTE mice]. (F) Bone marrow-derived DN2a progenitors from WT mice were retrovirally transduced, sorted and re-cultured on OP9-DL1 cells in the presence of pro-ILC and pro-T cell cytokines (IL-2, IL-7, IL-15, Flt3-L, SCF) for 4 days. (G,H) Quantification of the frequencies of pro-T and pro-ILC progenitors at day 4 [unpaired Wilcoxon rank sum test, one-tailed, *P<0.05, *n*=3 independent batches of bone marrow (6-8 mice per batch) independently transduced and cultured per condition]. (I) Quantification of the frequencies of Bcl11b-negative progenitors at day 4 [unpaired Wilcoxon rank sum test, one-tailed, *P<0.05, *n*=3 separate batches of bone marrow (6-8 WT mice per batch) per condition]. (J) Quantification of the frequencies of Bcl11b-YFP MFI among ILC2p at day 4 [unpaired Wilcoxon rank sum test, one-tailed, *P<0.05, *n*=3 separate batches of bone marrow (6-8 WT mice per batch) per condition]. ns, not significant.

### *Zbtb16* promotes ILC diversion in T-cell progenitors

The heightened levels of *Zbtb16*/PLZF in DN2 progenitors experiencing delayed Bcl11b expression may be responsible for the increased frequency of thymic progenitor divergence into the ILC pathway. To test this hypothesis, we knocked down *Zbtb16* expression in bone marrow-derived DN1 progenitors from ΔTE mice through retroviral transduction of small hairpin (sh)RNAs targeting *Zbtb16* (shZbtb16), while transducing a non-targeting random shRNA as a negative control (shRandom). We then cultured transduced progenitors on OP9-DL1 monolayers in the presence of ILC-promoting cytokines and analyzed them by flow cytometry after 10 days (Fig. 5C-E). Under these conditions, the majority of progenitors primarily activated *Bcl11b* and committed to the T-cell lineage, for both shRandom and shZbtb16b-transduced cells, with a small percentage of cells entering the ILC2 lineage (Lin^−^ICOS^+^Bcl11b^+^). Progenitors transduced with shZbtb16 constructs generated significantly more T-cell progenitors, as well as significantly fewer ILC2 progenitors than their control counterparts transduced with shRandom constructs.

The elevation in *Zbtb16*/PLZF levels prior to *Bcl11b* activation, occurring as a result of *Bcl11b* TE deletion, may be sufficient to induce ILC redirection. To test this hypothesis, we investigated whether overexpressing *Zbtb16* in progenitors before Bcl11b activation enhances divergence into the ILC lineage away from the T-cell lineage. To do so, we transduced bone marrow-derived DN progenitors with an empty vector (EV) retroviral construct or one that constitutively expresses *Zbtb16*, then used cell sorting to isolate transduced DN2 progenitors not yet expressing Bcl11b. We then cultured and sorted transduced progenitors on OP9-DL1 monolayers in the presence of ILC-promoting cytokines and analyzed them by flow cytometry after 4 days (Fig. 5F). Indeed, DN2a progenitors transduced with the *Zbtb16* overexpression construct generated a significantly lower fraction of T-cell precursors (Lin^−^ICOS^−^Bcl11b^+^, 12% versus 45%) and a significantly higher fraction of ILC2 precursors (Lin^−^ICOS^+^Bcl11b^+^, 1% versus 11%), consistent with our hypothesis (Fig. 5G,H). The fraction of progenitors activating Bcl11b was reduced by *Zbtb16* overexpression (Fig. 5F,I), suggesting that *Zbtb16*/PLZF may also promote other ILC lineages that do not express Bcl11b. However, Bcl11b-YFP levels in ICOS-expressing ILC2 precursors were similar with or without *Zbtb16* overexpression (Fig. 5J), indicating that these two regulators can be stably co-expressed in these cells to drive their differentiation. Taken together, our results demonstrate that the order in which DN2 thymic progenitors upregulate *Bcl11b* versus *Zbtb16* expression determines their fate decisions: earlier expression of *Zbtb16* before *Bcl11b* favors ILC differentiation, whereas earlier expression of *Bcl11b* instead drives T-cell lineage commitment. These results highlight the importance of the relative timing of TF expression during progenitor cell fate decisions.

## DISCUSSION

Our results underscore the importance of developmental timing delays in controlling lineage decisions at developmental branch points. For ILC2 and T-cell lineage specification from DN2 progenitors, we find that extended time delays in *Bcl11b* activation provide an opportunity for cells to divert from the canonical T-cell lineage to an alternative ILC lineage. Although ILCs are relatively rare in the adult thymus, recent evidence suggests that small numbers of resident ILC2s play a crucial role in responding to thymic damage by promoting thymic epithelial differentiation to counteract thymic involution (Nevo et al., 2024). Thus, flexible and dynamic regulation of DN2-derived ILC2 populations balanced against T-cell production in the thymus may be an important aspect of thymus functionality.

Our work suggests that delayed activation of *Bcl11b*, which is known to negatively regulate *Zbtb16* upon expression, may enable an extended period of *Zbtb16* expression prior to Bcl11b expression and result in a divergence of cells into the ILC pathway. Intriguingly, *Bcl11b* activation can still occur after upregulation of the PLZF-dependent ILC program; in this case, there is a shift in transcriptional regulatory activity of Bcl11b from an pro-T-cell program to a pro-ILC program (Hosokawa et al., 2018, 2020). In an unperturbed system, the Bcl11b switch clearly occurs far more quickly on average than that of the PLZF-mediated switch and thus it is normally rare for Bcl11b^−^/PLZF^hi^ ILC progenitors to emerge from DN2 progenitors (Figs 2D-F and 5A). Our results demonstrate that the *Bcl11b* TE is responsible for upholding the rate of *Bcl11b* switching in relation to other PLZF-related switches operating in parallel and thus explains why removal of the TE increases ILC lineage generation at the expense of T-cell output. This may also explain why others have found that under wild-type conditions a small fraction of peripheral ILC2s appear to be derived from thymic DN3 progenitors, but that fraction dramatically increases when the repressors of *Zbtb16* – E2A/HEB E proteins – are disrupted (Qian et al., 2019). Interestingly, *Zbtb16* may also be regulated by its own TE during NK T-cell development, raising the possibility that competing timed switches controlling Bcl11b and *Zbtb16* activation may jointly regulate innate and adaptive fate output in the thymus.

The stochastic nature of the time delays in epigenetic switching may enable multipotent progenitors to generate multiple differentiated cell types in response to a common signal. While Notch signaling and its downstream regulators Gata3 and TCF-1 are essential for driving T-cell lineage commitment, they also play crucial roles in ILC development and also act upstream of the ILC regulators Id2 and PLZF. Thus, it is possible that these same instructive signals for T-cell development also drive ILC development in the thymus. In this scenario, the decision for whether to enter the T or the ILC pathway would be determined by the activation timing of *Bcl11b*, and possibly of *Zbtb16*, which may be also regulated by an enhancer-mediated, stochastic epigenetic switch (Mao et al., 2017). As activation time delays would vary between cells due to the inherently stochastic nature of epigenetic switching, they could generate heterogeneity in fate outcomes to modulate relative cell population sizes, even amid uniform developmental signals.

While stochastic epigenetic timing control mechanisms are likely important for controlling differentiation outcomes in diverse contexts, they may be particularly useful for lineage control in the immune system, because immune cells are highly motile and thus less confined to specific niches with defined signaling environments compared to other cell types. We note that, despite its inherently stochastic nature, epigenetic switches can be highly controlled at multiple levels, including by TFs, *cis*-regulatory elements and chromatin-modifying enzymes (Jacobsen et al., 2017; Kueh et al., 2016; Nguyen et al., 2021; Pease et al., 2021). These multiple layers of control would allow for precise tuning of differentiated cell numbers, particularly at the population level where variability in outcomes can be minimized due to averaging at large cell numbers (Nguyen et al., 2021).

In further studies, it would be important to more broadly investigate roles for epigenetic timing control in developmental gene regulation and decision making across diverse contexts. Timed epigenetic switches, when operating in the context of gene regulatory networks, have the ability to profoundly shape their dynamics and the developmental transitions they control. An understanding of these dynamics, both at an experimental and theoretical level, will help us more fully understand the developmental specification and evolutionary diversification of metazoan tissue size, shape and function.

## MATERIALS AND METHODS

### Animal models

C57BL/6 *Bcl11b^YFP/YFP^* mice (WT) and *Bcl11b^YFP^*^ΔEnh*/YFP*ΔEnh^ mice (ΔTE) were generated as previously described (Ng et al., 2018). *Bcl11b^YFP/YFP^* were crossed to *Bcl11b^YFP^*^ΔEnh*/YFP*ΔEnh^ and the resulting *Bcl11b^YFP/YFP^*^ΔEnh^ heterozygotes were used as breeding pairs to generate WT and ΔTE littermates for primary cell analysis. All animals were bred and maintained at the University of Washington, USA. Combinations of male and female mice were used for all experiments. Bone marrow for *in vitro* cultures was harvested from mice between 2 and 4 months old. Thymocytes and splenocytes were harvested from 3-week-old mice. All animal protocols were reviewed and approved by the Institute Animal Care and Use Committee at the University of Washington (Protocol No: 4397-01).

### Cell line culture

Primary cells isolated from bone marrow were cultured on a OP9-DL1 monolayer stromal cells (Holmes and Zuniga-Pflucker, 2009) at 37°C in 5% CO_2_ conditions with standard culture medium [80% MEM-alpha (Gibco), 20% fetal bovine serum (Corning), Pen-Strep-Glutamine (Gibco)] supplemented with appropriate cytokines indicated below. Phoenix-Eco cells (ATCC, CRL-3214, RRID:CVCL_H717) were cultured at 37°C in 5% CO_2_ with standard culture medium [90% DMEM (Gibco), 10% fetal bovine serum (Corning), Pen-Strep-Glutamine (Gibco)]. All cell lines were tested and found to be negative for *Mycoplasma* contamination.

### Cell purification

Bone marrow progenitors used for *in vitro* T-cell development assays were purified as previously described using CD117 Microbeads (Miltenyi Biotec, 130-091-224) (Ng et al., 2018). For all thymus analysis, thymi from 3-week-old mice derived from heterozygous crosses were mechanically dissociated before pooling and re-suspending in Fc blocking solution with 2.4G2 hybridoma supernatant. Early stage thymocytes (ETP-DN4) and ILC populations were depleted of CD4 and CD8 thymocytes before analysis or sorting. Thymocyte suspensions were labeled with biotinylated CD4 and CD8 antibodies incubated with MACS Streptavidin Microbeads (Miltenyi Biotec, 130-048-101) in HBH buffer [Hank Balanced Salt Solution (HBSS; Gibco, 14025092), 0.5% bovine serum albumin (BSA) (Sigma-Aldrich, A3294), 10 mM HEPES, (Gibco, 15630080)], pre-filtered through a cell strainer, and passed through an LS column (Miltenyi Biotec, 130-042-401).

### *In vitro* differentiation of T-cell progenitors

To generate DN T cells *in vitro*, thawed CD117 (c-Kit)-enriched bone marrow progenitors, pooled from six to eight mice per batch, were cultured on OP9-DL1 stromal cell monolayers as described previously (Ng et al., 2018) using standard culture medium [80% αMEM (Gibco, 12571063), 20% fetal bovine serum (Corning, 35-010-CV), Pen-Strep-Glutamine (Gibco, 10378016)], grown at 37°C in 5% CO_2_ conditions. All *in vitro* T-cell generation cultures were supplemented with 5 ng/ml Flt3-L (PreproTech, 300–19) and 5 ng/ml IL-7 (PeproTech, 200–07). Experiments involving *in vitro* generation of NK and ILC populations (Figs 3, 4, and 5) were supplemented with 5 ng/ml IL-7 (PreproTech, 217-17), 10 ng/ml IL-2 (PreproTech, 212-12), 10 ng/ml SCF (human stem cell factor) (PreproTech, 300–07), 10 ng/ml IL-15 (Peprotech, 210-15).

### Flow cytometry and cell sorting

Fluorescence activated cell sorting was used to isolate DN cells of interest with the following protocol. Bone marrow-derived cell cultures were scraped and incubated in 2.4G2 Fc blocking solution and stained with anti-CD25 APC-eFluor 780 and with biotinylated antibodies against a panel of lineage markers [CD19, CD11b (Itgam), CD11c (Itgax), NK1.1 (Klrb1c), Ter119 (Ly76), CD3ε, Gr-1 (Ly6g) and B220 (Ptprc) (BioLegend)] (see Table S2). Stained cells were washed with HBH (HBSS with 0.1% BSA and 10 mM HEPES) and stained with streptavidin-PerCP/Cy5.5 (BioLegend). Stained cells were washed, resuspended in HBH, and filtered through a 40-um nylon mesh for sorting with a BD FACS Aria III (BD Biosciences) with assistance from the University of Washington Pathology Flow Cytometry Core Facility. A benchtop Attune NxT Flow Cytometer (Thermo Fisher Scientific) was used to analyze primary and re-cultured thymocytes and acquired data were analyzed with FlowJo software (Tree Star).

### Single-cell RNA sequencing

Bone marrow progenitors attached to OP9-DL1 stromal cells were washed three times with PBS before scraping in HBH buffer and passing through a 70 μM mesh filter to minimize OP9-DL1 stromal cell contamination. Cells were then washed with PBS and fixed in 4% paraformaldehyde for 15 min on ice. After fixation, cells were pelleted at 500 ***g*** for 3 min at 4°C before resuspending in 1 ml of PBSR [PBS, pH 7.4, 1% BSA, 1% SUPERase-In RNase Inhibitor (Thermo Fisher Scientific), and 1% 10 mM DTT], pelleting again at 500 ***g*** for 5 min at 4°C and resuspending in PBSR. The Brotman Baty Institute (BBI) then performed the single-cell transcriptome library construction following the sci-RNA-seq3 combinatorial indexing protocol as described by Cao et al. (2019).

### Single-cell RNA-sequencing analysis

Scanpy (Wolf et al., 2018) was used to first filter on cells with at least 200 genes and genes detected in at least 15 cells. Next, cells with greater than 2000 gene expression counts or greater than 30% mitochondrial counts were removed. 

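The upper limit of 2000 counts was taken as UMIs, and removed between 134 and 491 barcodes per library. Without a mitochondrial limit, 83807 cells would have been kept, in place of the 60671 kept with it.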

MIRA topic modeling was then applied with the most highly variable genes to describe each cell's transcriptional state as a composition of co-regulated genes (i.e. topics) with variable weights (Lynch et al., 2022). The nearest neighbors distance matrix was computed with *n_neighbors* set to 40 and the Leiden algorithm was used to cluster cells with *resolution* set to 0.3. 

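After the same filters, downsampling to equal numbers per genotype gave 10294 cells of each genotype for the DN1 start, 11594 for the DN2a start and 3401 for the DN2b start. These numbers were set by the ΔTE library in each start.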

For visualization and downstream analyses, cells were downsampled such that each genotype had equal numbers of cells in each starting state (12,353 for DN1 starting cells; 13,050 for DN2a starting cells; 5631 for DN2b starting cells). Differential gene expression analysis between genotypes among the multipotent DN2 clusters (0, 1, 2, 4) was performed using the Wilcoxon rank sum test. Gene ontology analysis of the top 400 genes from the T-cell and ILC topics (Table S1) was performed with the TopFun function of the TopGene suite (Chen et al., 2007).

### Retroviral vector generation and transduction

shRNA sequences targeting *Zbtb16* transcripts were joined to a U6 promoter and cloned into a Banshee-mCherry backbone as described previously (Kueh et al., 2016). The hairpin sequence is as follows: GGAAATGATGCAGGTAGATGA(anti-sense)-TTCG(loop)-TCATCTACCTGCATCATTTCC(sense).

Retroviral particles were generated using the Phoenix-Eco packaging cell line. Viral supernatants were collected at 2 and 3 days after transfection and immediately frozen at −80°C. To infect bone marrow-derived T-cell progenitors, 33 μg/ml RetroNectin (Clontech) and 2.67 μg/ml of DL1-extracellular domain fused to human IgG1 Fc protein (a gift from I. Bernstein, Fred Hutch Cancer Center, Seattle, WA, USA) were added in a volume of 250 μl per well in 24-well tissue culture plates (Costar, Corning) and incubated overnight. Viral supernatants were added the next day into coated wells and centrifuged at 2000 ***g*** for 2 h at 32°C. Bone marrow-derived T-cell progenitors used for viral transduction were cultured for 6-7 days according to conditions described above, disaggregated, filtered through a 40-μm nylon mesh, and 10^6^ cells were transferred onto each RetroNectin/DL1-coated virus-bound well supplemented with 5 ng/ml SCF (Peprotech), 5 ng/ml Flt3-L, and 5 ng/ml IL-7. *Zbtb16* cDNA (NM_006006, Twist Bioscience) was cloned into a MSCV-IRES-mCherry backbone via Gibson Assembly (Kueh et al., 2013). Retroviral particles were generated using the Pheonix-Eco 293T cell line and viral supernatant was collected 48 h following transfection. Bone marrow progenitors were infected following a RetroNectin (Takara Bio) transduction protocol. Briefly, a 24-well plate was coated with RetroNectin at 12.5 μg/ml and stored overnight at 4°C. The next day, 2 ml of fresh viral supernatant was spun onto the well plate at 3000 ***g*** for 2 h. Subsequently, 2 million progenitor cells were seeded on top of the viral plate and spun at 800 ***g*** for 30 min before resuspending and transferring to OP9-DL1 stromal cells.

## Supplementary Material

10.1242/develop.203016_sup1 Supplementary information

Table S1. Top 100 genes in each MIRA gene topic.

# Supplementary material for: A timed epigenetic switch balances T and ILC lineage proportions in the thymus
**Source:** Development. 2024 Dec 10;151(23):dev203016. doi: 10.1242/dev.203016
**Supplement:** Supplementary information

**A**

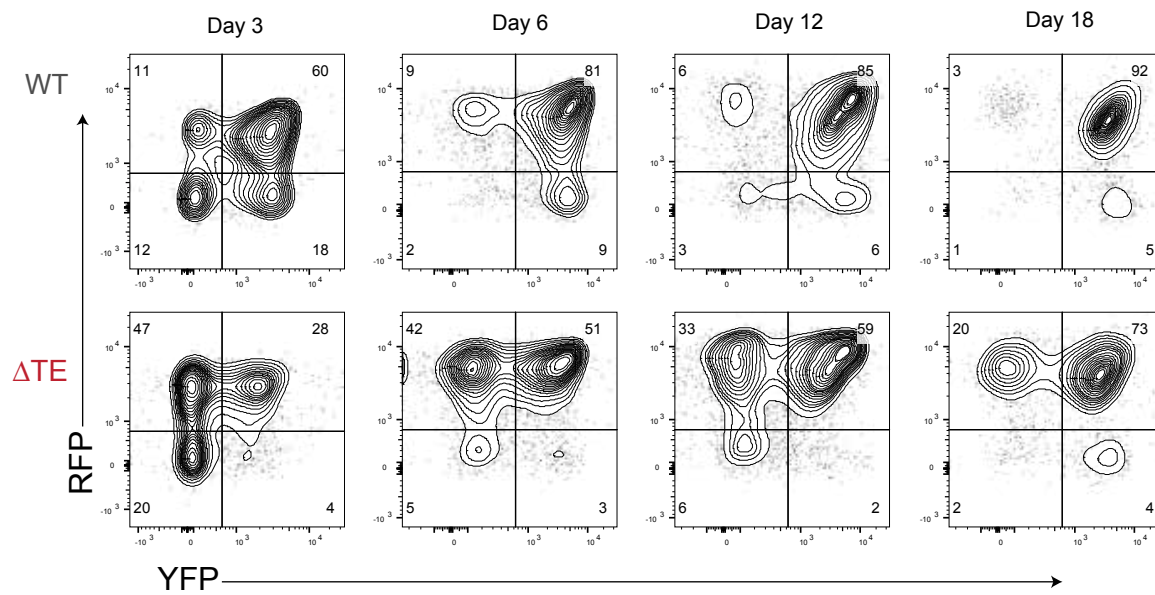

**Fig. S1. Timing enhancer regulates *Bcl11b* timing in cis.** (A) Representative contour plots for Bcl11b-RFP and -YFP levels of purified DN2a progenitors re-cultured on OP9-DL1 cells.

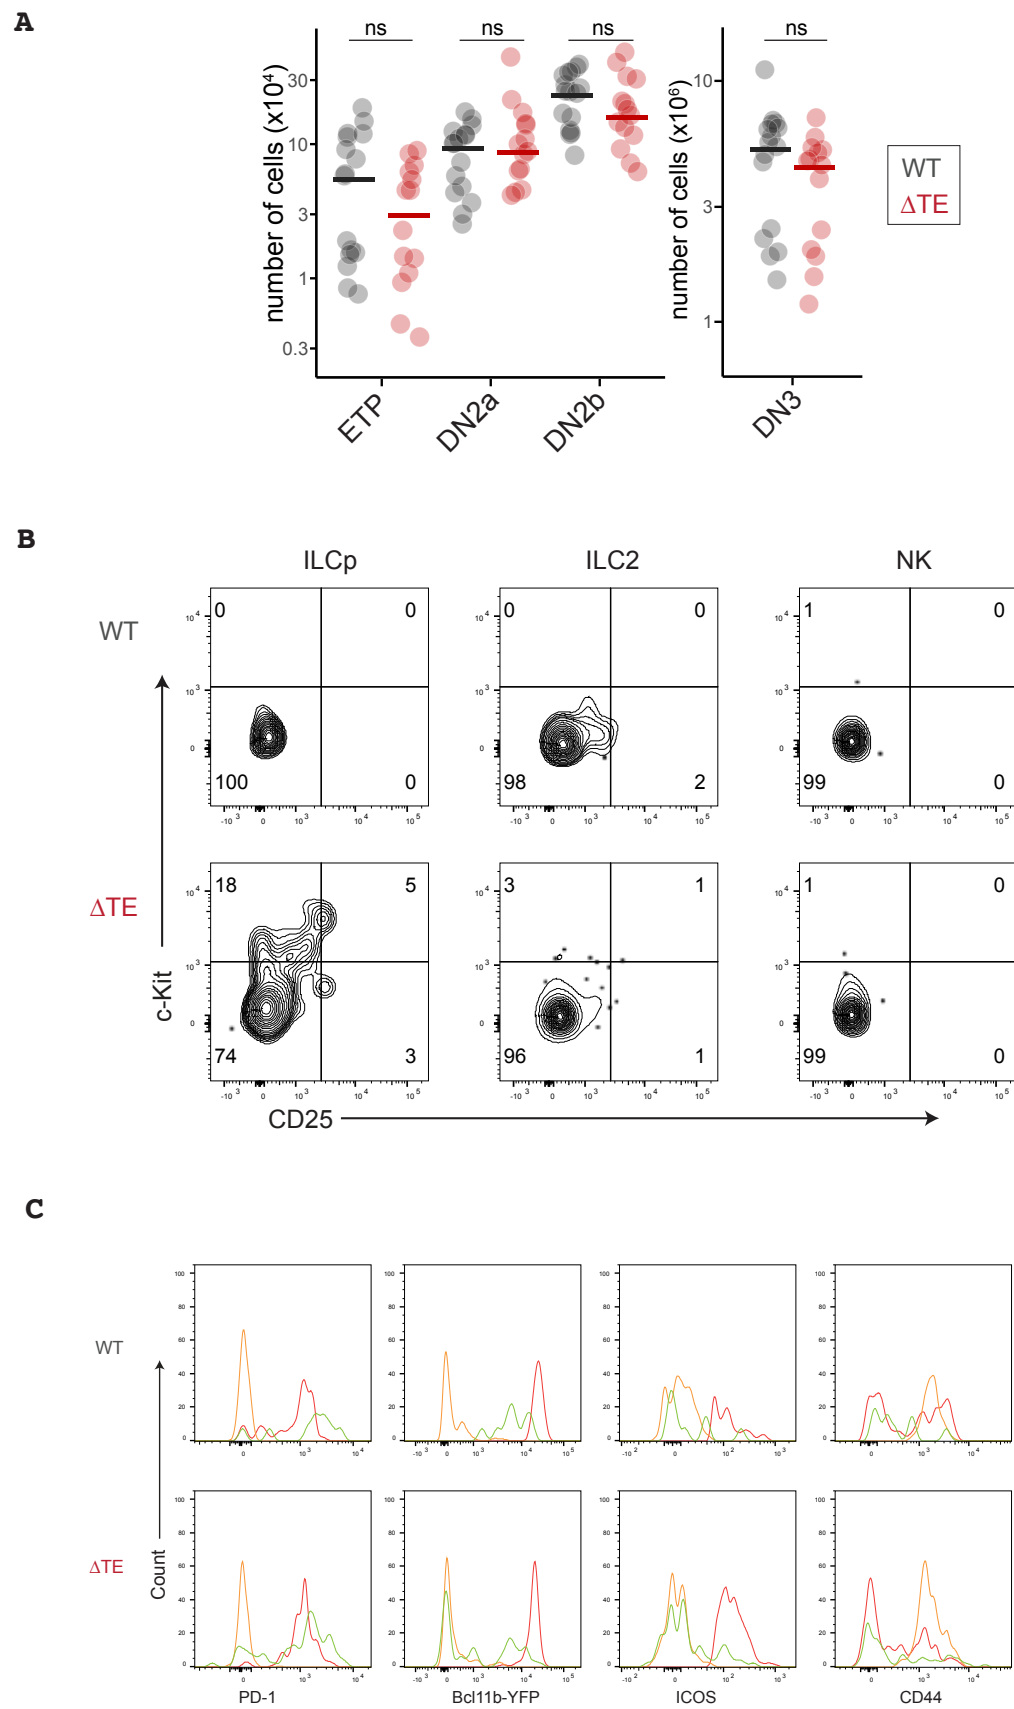

**Fig. S2. Immunophenotyping of thymic progenitor populations.** (A) Quantification of thymocyte population frequencies and total cell numbers (unpaired Wilcoxon rank sum test (two-tailed), \* $p < 0.05$ , \*\* $p < 0.01$ ,  $n = 16$  separate WT mice and  $n = 14$  separate  $\Delta$ TE mice for DN populations). (B) Representative contour plots of thymic ILC subsets. (C) Representative histograms for ILC related markers.

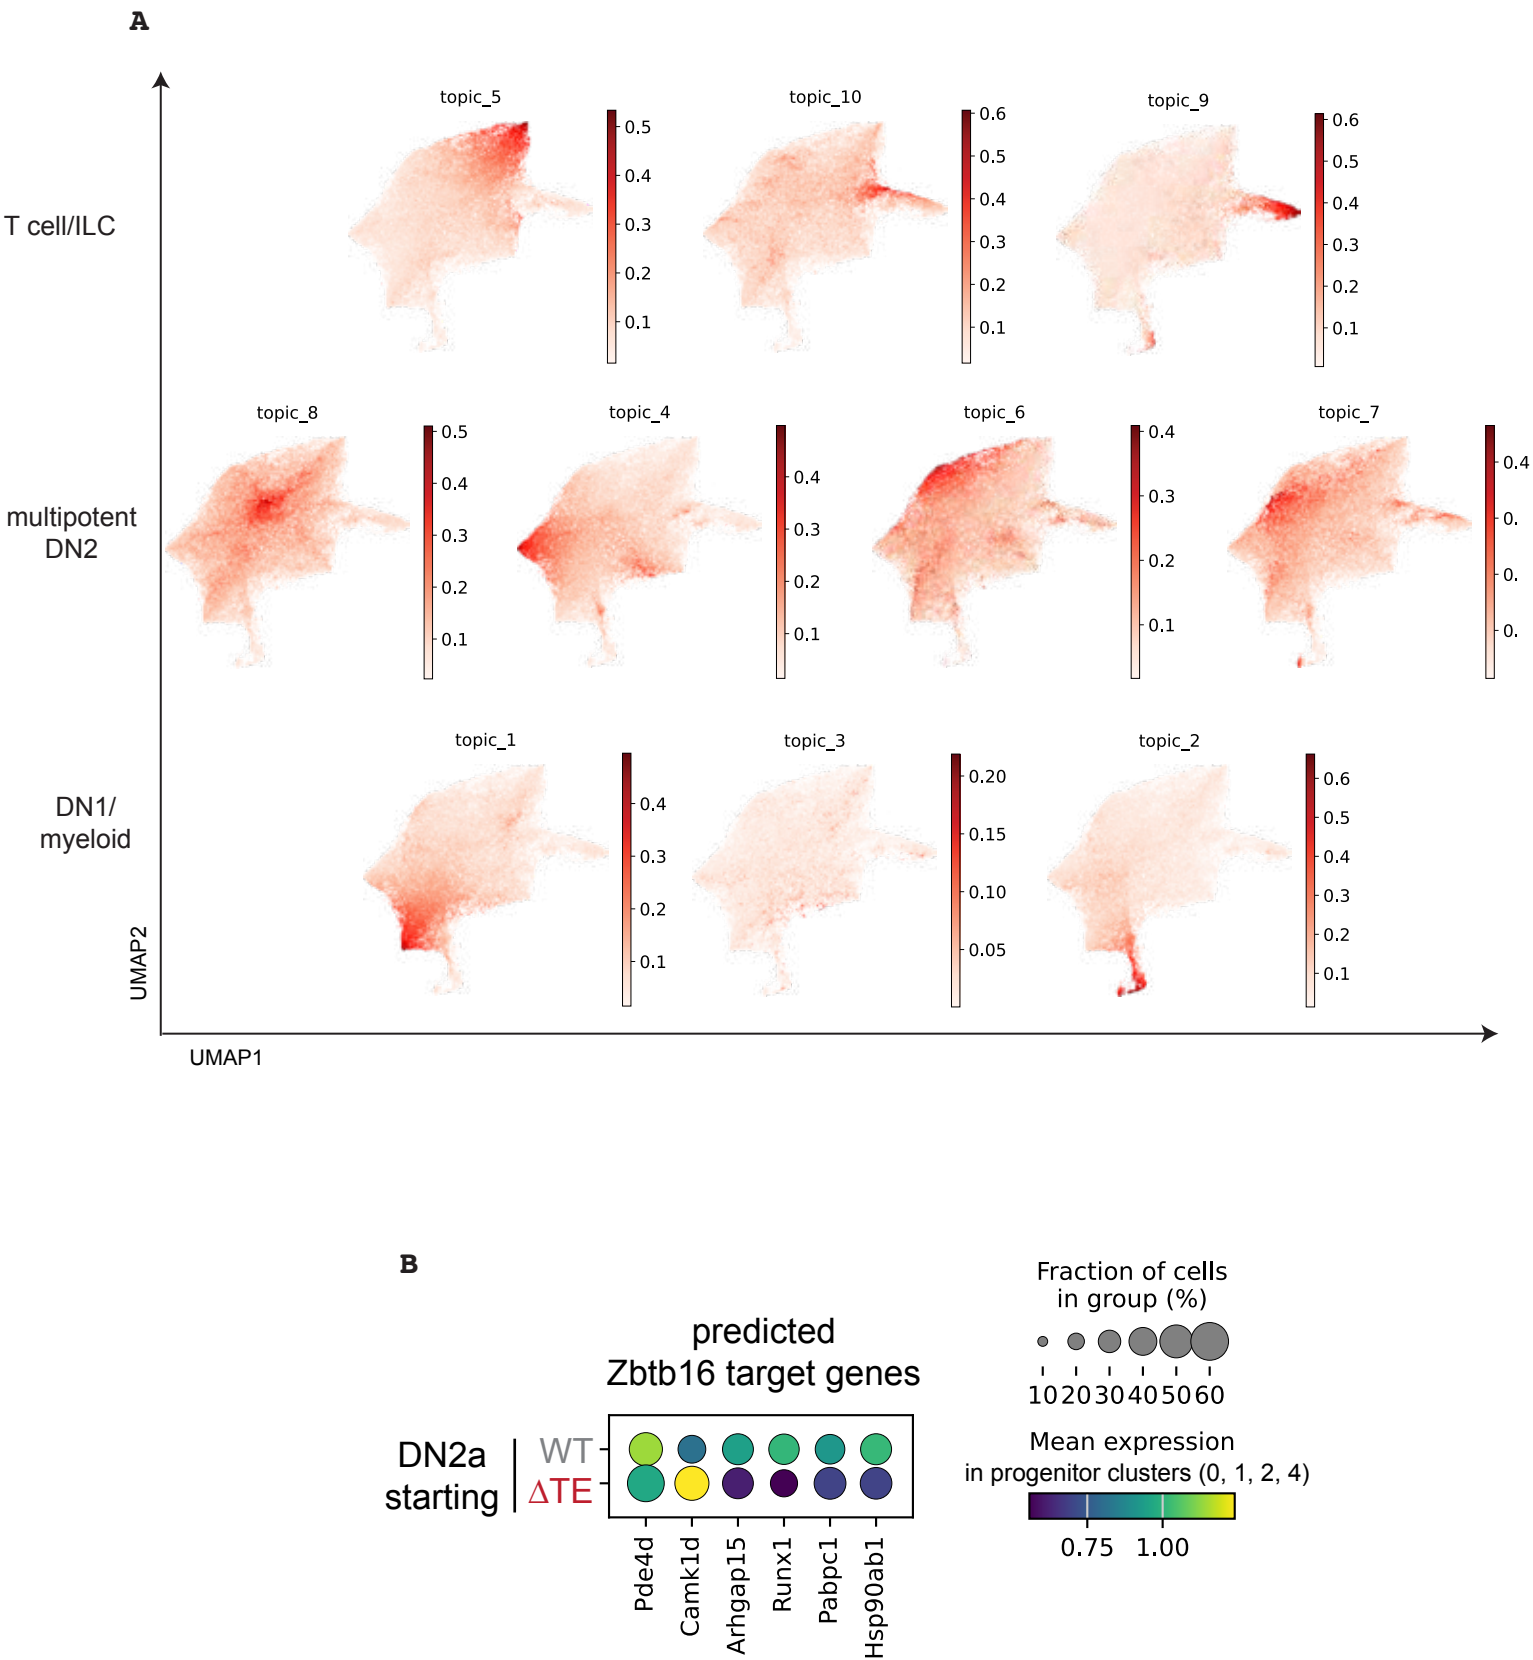

**Fig. S3. sci-RNA-seq gene topics and Zbtb16 target gene expression.** (A) UMAP repre-sentation of all cells colored by gene topic expression. (B) Normalized expression levels of selected top CellOracle predicted Zbtb16 target genes across in DN2a-starting cells in the progenitor clusters.

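Table S1 lists 400 genes for each of 11 topics. For each gene of a topic, the log2 ratio of its CPM in a class of rebuilt clusters to that in all other cells was computed with a pseudocount of 5 CPM, and the median over the topic was taken. Topic 2 had the highest median of all topics in the Myeloid-like cluster, at 1.58, topic 9 in the ILC-like cluster, at 0.55, and topic 5 in the T-like clusters, at 0.29. Topic 1 had the highest median in the progenitor clusters, at 0.17. The rebuilt classes were named by markers, of which topics 2, 9, 5 and 1 hold 14, 11, 5 and 5 genes.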

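Of the other genes of Fig. S3B, Arhgap15 had a log2 ratio of ΔTE to WT of −0.19 (−0.24 to −0.15) in the progenitor clusters of the DN2a start, and of −0.05 (−0.10 to −0.01) with TMM scaling. Pabpc1 had a ratio of −0.02 (−0.07 to 0.02), and of 0.12 (0.07 to 0.16) with TMM scaling. Hsp90ab1 had a ratio of −0.11 (−0.15 to −0.06), and of 0.03 (−0.01 to 0.08) with TMM scaling.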

**Table S1. Top 100 genes in each MIRA gene topic.**

**Table S2. Antibodies used in this manuscript.**

| Antibody                  | Source      | Identifier                           | Dilution |
|---------------------------|-------------|--------------------------------------|----------|
| CD25 BV510                | Biolegend   | Cat# 102042;<br>RRID:AB_2562270      | 1:30     |
| C44 PerCP-Cy5.5           | Invitrogen  | Cat# 45-0441-82;<br>RRID:AB_925746   | 1:300    |
| CD117 (cKit) eFlour-450   | eBioscience | Cat# 48-1171-82;<br>RRID:AB_2574037  | 1:200    |
| CD19-biotin               | eBioscience | Cat#13-0193-85;<br>RRID:AB_657658    | 1:100    |
| CD11b-biotin              | eBioscience | Cat#13-0112-86;<br>RRID:AB_466361    | 1:100    |
| CD11c-biotin              | eBioscience | Cat#13-0114-85;<br>RRID:AB_466364    | 1:100    |
| NK1.1-biotin              | eBioscience | Cat#13-5941-85;<br>RRID:AB_466805    | 1:100    |
| Ter119-biotin             | eBioscience | Cat#13-5921-85;<br>RRID:AB_466798    | 1:100    |
| CD3e-biotin               | eBioscience | Cat#13-0031-85;<br>RRID:AB_466320    | 1:100    |
| Gr-1-biotin               | eBioscience | Cat#13-5931-86;<br>RRID:AB_466802    | 1:100    |
| B220-biotin               | eBioscience | Cat#13-0452-85;<br>RRID:AB_466450    | 1:100    |
| Streptavidin BV711        | Biolegend   | Cat#405241                           | 1:300    |
| CD4 BV510                 | Biolegend   | Cat# 100449;RRID:AB_2564587          | 1:300    |
| CD8 APC                   | eBioscience | Cat# 17-0081-82;<br>RRID:AB_469335   | 1:300    |
| CD122 PE                  | Biolegend   | Cat# 123209; RRID:AB_940615          | 1:200    |
| TCR-beta PE/Cy-7          | Biolegend   | Cat# 109221; RRID:AB_893627          | 1:150    |
| CD49b (DX5) PE/Dazzle-594 | Biolegend   | Cat# 108923;<br>RRID:AB_2565270      | 1:200    |
| ICOS APC/FIRE-750         | Biolegend   | Cat# 313535;<br>RRID:AB_2632922      | 1:100    |
| PD1 APC                   | Invitrogen  | Cat# 17-9981-82;<br>RRID:AB_10852564 | 1:40     |
| PLZF PE-Cy7               | Biolegend   | Cat# 145805;<br>RRID:AB_2566164      | 1:400    |

How the deposited data were processed for this re-analysis (not part of the article)

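The experiment measured RNA in single cells by sci-RNA-seq3 after 4 days of re-culture on OP9-DL1 stromal cells. DN1, DN2a and DN2b progenitors of WT and ΔTE mice gave 6 libraries, 1 per condition, each from cells pooled from 6 to 8 mice per genotype. The paper states that male and female mice were combined. The barcodes show 3 reverse-transcription wells per library, 18 in all. The wells are technical parts of 1 culture and were never used as replicates.

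The authors deposited a count of UMIs for each gene and each barcode, without normalization and before any filter on cells. The counts were used as given, and reads were not aligned again. The paper's text does not name the aligner or the genome build, so coordinates were taken from GENCODE M21 on GRCm38 by Ensembl identifier. The matrices list 28048 genes. The 6 libraries, in the order WT DN1, DN2a and DN2b and ΔTE DN1, DN2a and DN2b, held 14419647, 14555100, 8321964, 11926879, 12998440 and 8007395 UMIs in all barcodes.

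Cells were kept with at least 200 genes, at most 2000 UMIs and at most 30% mitochondrial UMIs, and genes with a UMI in at least 15 cells, from the study's methods. No doublet caller was used in the main setting, which relied on the upper limit of 2000 UMIs. Scrublet, run on each library with its own threshold, called 2 of 60671 cells, so that leaving out its calls was not run as an alternative. In its place, the 6% of cells with the highest Scrublet scores in each library were left out, a choice made after seeing the data.

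MIRA was not used here. Latent Dirichlet allocation (scikit-learn 1.9.0) with 11 topics and 10 passes on the 3000 most variable genes took its place, and cells were clustered on a graph of 40 neighbors with the Leiden algorithm (scanpy 1.11.5, leidenalg 0.10.2) at a resolution of 0.3, with random seed 0. The 29 genes that the study names for this experiment, sex-linked genes and mitochondrial genes were left out of the clustering. Clusters of at least 100 cells were named from marker lists set before the data were examined. The class with the most markers at least 2-fold higher than in all other cells, each with at least 20 UMIs in the cluster, gave the name if it had at least 3 such markers. This naming rule was chosen after the clusters were seen. Stroma-like cluster 6 passed 8 of 8 Stroma-like markers, but its 10 leading genes held none of them and held Ebf1 of the B-like list. Stromal cells were therefore compared between conditions by cluster number.

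Expression was the sum of UMIs of a gene over the cells of a group, scaled to a common total (CPM) on genes in at least 15 cells. Ratios are ΔTE to WT on the log2 scale. Intervals are 95% exact intervals, Poisson for UMIs and their ratios and Clopper-Pearson for shares of cells (scipy 1.17.1), and cover counting error only. Pooled ratios used equal numbers of cells of each genotype in each start, as the study did. Shares of cells with a UMI were computed after thinning each cell to 300 UMIs. With 1 library per condition, no test between conditions was made, and the study's Wilcoxon test over cells was not repeated. CellOracle was not run, and its centralities were not analysed here.

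Genes were named in the text by a rule set before the data were examined. It took every gene the study names for this experiment, and the 5 highest and 5 lowest pooled ratios among genes with a UMI in over 5% of progenitor-cluster cells of at least 1 genotype, a pooled ratio over 1.2-fold and the same direction, of any size, in all 3 starts. The lists of 13 ILC2 genes and of 15 genes of NK cells or ILC1 were written after the leading genes of the ILC-like cluster were seen. In the progenitor clusters, the ILC2 list summed to 222 CPM (215 to 230.1) in WT and 250.1 CPM (241 to 260) in ΔTE cells, and the list of NK cells or ILC1 to 264 CPM (255 to 272) and 313 CPM (303 to 324).

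The calculation of the ratios and intervals was tested on simulated data. Counts of 2323 genes were drawn at the mean level of both genotypes in the progenitor clusters, 200 genes were changed 2-fold, and ΔTE and WT were compared as in the pooled cells and in each start. All 200 changed genes (100%) passed 1.2-fold in the right direction in each of the 4 comparisons. Of unchanged genes, 0% passed 1.2-fold in pooled cells, 0.188% for the DN1 start, 0.141% for the DN2a start and 8.57% for the DN2b start. The intervals held the true value in 95.0% to 95.2% of cases, which follows from counts drawn by the same Poisson model that the intervals assume. The simulation held counting error only, and no difference between cultures or wells. It did not cover changes under 2-fold, such as the 1.63-fold pooled change of Zbtb16, genes outside the 2323, or a shift of the median gene.

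The alternatives tried were 14 settings set before the data were examined and 8 added after seeing the data, over 75 results. They changed the genes used for clustering, the topic model, its seed, the resolution, the filters, the doublets left out, the downsampling, the scaling, the cells compared, the thinning, the naming of clusters and the wells used. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 with edgeR 4.0.16 for TMM scaling, and BLASTN 2.17.0.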

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

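The tests of a single well and of joined barcodes, by genes and by depth, in this part were chosen only after the results were seen, and a ratio that fell below 0 without a well was counted as lost with that well only after the value of Camk1d was seen.

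Stroma-like cells, on which the paper does not report, were present in the filtered libraries. Cluster 6 held 7.80% (7.43 to 8.18) of the cells of the WT DN2a library and 3.99% (3.64 to 4.37) of the ΔTE DN2a library. In the DN1 and DN2b starts it held 2.05% and 2.01% of WT cells and 1.54% and 0.912% of ΔTE cells. OP9-DL1 stromal cells were the feeder layer of every culture, and the paper's methods wash and filter the harvested cells to reduce them, so cells carried over from the culture are a candidate explanation. In addition, stromal and lymphoid cells joined in one barcode would place cluster 6 between the other stroma-like cluster and the progenitor clusters in lymphoid genes, and above both in UMIs per cell. In the WT DN2a library, Bcl11b was at 176 CPM (150.1 to 204) in cluster 6, 14.9 CPM (3.07 to 43.4) in cluster 8 and 567 CPM (549 to 585) in the progenitor clusters, and Thy1 was at 181, 44.6 and 503 CPM, each in between. The median cell held 502.5 UMIs in cluster 6, 626 in cluster 8 and 388 in the progenitor clusters, so that the depth was not that of joined cells if stromal cells of both clusters hold alike numbers of UMIs. Whether they do was not measured, and joined barcodes stay open. Free RNA from lymphoid cells would reach both stroma-like clusters, and cluster 8 had less of both genes. Why cluster 6 was larger in the WT DN2a library was not tested, since each condition was 1 culture. Counting cluster 6 with the progenitor clusters did not move the pooled ratios of Bcl11b and Zbtb16 beyond counting error.

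Cluster 8, whose leading genes included Stroma-like markers, held 1.56% (1.34 to 1.80) of the cells of the ΔTE DN2a library and 1.45% (1.28 to 1.62) of the WT DN2a library. It held 0.211%, 1.09%, 0.194% and 0.412% of the WT DN1, WT DN2b, ΔTE DN1 and ΔTE DN2b libraries. No biological explanation was tested.

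Camk1d differed in direction between the starting populations. In the progenitor clusters, its log2 ratio of ΔTE to WT was 0.36 (0.31 to 0.41) for the DN1 start, 1.23 (1.20 to 1.27) for the DN2a start and −1.54 (−1.63 to −1.45) for the DN2b start. The difference between starts was not tested, as each start had 1 library per genotype. The 3 wells of the ΔTE DN2a library were at 241, 1133 and 5757 CPM, and those of the WT DN2b library at 974, 1037 and 6236 CPM. Without the highest well of the ΔTE DN2a library, the DN2a ratio was −0.94 (−1.01 to −0.86) and the pooled ratio −0.33 (−0.37 to −0.30). Without the highest well of the WT DN2b library, the DN2b ratio was 0.28 (0.15 to 0.40). Leaving out 1 well thus changed the direction in the DN2a and in the DN2b start. The negative DN2a ratio then rested largely on the ΔTE well at 241 CPM, as the well at 1133 CPM was close to the lowest WT well, at 1138 CPM. In the DN1 start, the wells of the genotypes overlapped, at 597 to 1489 CPM in WT and 939 to 1946 CPM in ΔTE cells. A difference in direction between starts could therefore not be told from differences between wells. What raised Camk1d in those wells was not tested. A difference by start stays open, since each start was 1 culture per genotype.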

How the results depend on the processing

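The settings that left out wells, cells with high Scrublet scores or stromal cells, matched mitochondrial shares, lowered the fold for a marker or counted cluster 6 with the progenitor clusters were chosen only after the data were seen.

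Over 75 results, 22 alternatives were run. For the shares of cells, the pooled ratios of Bcl11b and Zbtb16 and the ratios of Bcl11b in all filtered cells, 135 values stayed within counting error of the main value, 53 moved and 4, all of T-like shares, reversed. Of the other values, among them those of Bcl11b and Zbtb16 in the progenitor clusters of single starts, 743 stayed, 269 moved and 9 reversed, 3 of them of Bcl11b or Zbtb16. A change of sign was counted as reversed only where the main value was over 1.2-fold with an interval without 0, so the T-like ratio of the DN2b start, 0.25 here and −0.40 (−0.52 to −0.28) with at least 300 genes, was counted as moved. Of those 269, 132 became larger and 137 smaller, and 23 changed sign, with both intervals away from 0 for pooled Il2ra, from −0.10 (−0.12 to −0.076) to 0.060 (0.032 to 0.088) with equal mitochondrial shares, and for Pde4d of the DN2a start, from 0.21 (0.17 to 0.25) to −0.63 (−1.15 to −0.15) with at most 5% mitochondrial UMIs. The ILC-like share stayed higher in ΔTE cells under all 13 alternatives that gave an ILC-like cluster, with log2 ratios from 0.32 to 1.49 for the DN1 start, 0.74 to 2.48 for the DN2a start and 0.71 to 1.89 for the DN2b start. The T-like ratios did not keep their direction, with −0.058 to 0.40, −0.11 to 0.49 and −0.40 to 0.32. The pooled ratio of Bcl11b stayed between −1.74 and −1.03, and that of Zbtb16 between 0.35 and 0.84, under 20 alternatives. Each clustering drew the classes anew, so its values compare other cells: the progenitor clusters held 47233 cells here and 11625 with at least 300 genes, where a cluster of 16284 cells was T-like. For each value below the cause was not tested, except where it is named.

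With the study's named genes kept in the clustering, the ILC-like ratios were 0.35, 2.33 and 1.89 for the DN1, DN2a and DN2b starts, and the T-like ratios 0.17 and −0.034 for the DN2a and DN2b starts. This clustering had no Myeloid-like cluster, and genes of antigen-presenting cells were among the leading genes of its ILC-like cluster. With principal components, the ILC-like ratios were 2.48 (DN2a) and 1.6 (DN2b), and Bcl11b pooled was −1.03. With another topic seed, the ILC-like ratios were 1.28 (DN2a) and 0.91 (DN2b), the T-like ratios 0.18 (DN1) and 0.10 (DN2a), and Bcl11b pooled was −1.30. With a resolution of 0.6, the T-like ratios were −0.058, −0.013 and 0.10 for the 3 starts, the first 2 reversed.

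With at most 2000 genes, the ILC-like ratios were 0.74 (DN2a) and 0.71 (DN2b), the T-like ratios 0.087 (DN1) and −0.11 (DN2a, reversed), the Myeloid-like ratios of the DN1 to the DN2a start 3.23 in WT and 2.07 in ΔTE cells, and Bcl11b pooled was −1.11. With at least 300 genes, the ILC-like ratio was 0.98 (DN2a), the T-like ratios 0.13, −0.065 (reversed) and −0.40, Bcl11b pooled −1.74 and Zbtb16 pooled 0.37. With at most 5% mitochondrial UMIs, which kept 3624 cells, mostly of the WT DN2a library, no class shares could be given. Bcl11b pooled was −1.11, Zbtb16 pooled 0.35, and Bcl11b in all cells −0.52 (DN1) and −1.75 (DN2a). Runx1 (0.048), Cd3g (1.14), Mef2c (0.82), Zbtb16 for the DN2a start (−0.56), and the shares of cells with a UMI of Bcl11b for the DN1 start (0.014) and of Zbtb16 for the DN2a start (−0.48) reversed, each with an interval that holds 0, as fewer cells widen it.

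Without downsampling, Bcl11b pooled was −1.33. In all filtered cells in place of the progenitor clusters, Bcl11b pooled was −1.03, Zbtb16 pooled 0.84, and Rora pooled reversed to 0.18, where the ILC-like cells, which are high in Rora, are counted in. With TMM scaling and with totals without mitochondrial genes and Lars2, Bcl11b in all cells of the DN2a start was −0.91 and −0.93, as both shift the median gene of that start.

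With the highest Scrublet scores left out, the ILC-like ratios were 0.32, 2.08 and 1.80, the T-like ratios 0.10 (DN2a) and −0.0084 (DN2b), the Myeloid-like ratio in WT cells 3.39, Bcl11b pooled −1.34 and Zbtb16 pooled 0.55. With equal mitochondrial shares, the ILC-like ratio was 2.17 (DN2a), the Myeloid-like ratio in WT cells 4.56, Bcl11b pooled −1.06 and in all cells of the DN2a start −0.96. With the first well of each library left out, the T-like ratio was 0.26 (DN2a), Bcl11b in all cells of the DN2a start −1.18, and Camk1d reversed to −0.89 pooled and −0.996 for the DN2a start, as 1 well of the ΔTE DN2a library held its excess. With the second well left out, the T-like ratio was 0.49 (DN2a), Bcl11b −1.14 pooled and −0.92 in all cells of the DN2a start, and Zbtb16 pooled 0.78. With the third well left out, the ILC-like ratio was 1.11 (DN2b).

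Leaving out cells called doublets by Scrublet's own threshold was not run, since it called 2 cells. No analysis paired by replicate was possible because each condition was 1 library and no replicates were numbered. Each start had a WT and a ΔTE library, but a test over the 3 starts with the start as the pair was not run. The ratios of single starts are therefore given without such a test. With 1 library per condition, no spread between cultures was measured. Depth limits Il2rb, Ptcra and Icos in the progenitor clusters, with 26, 5 and 36 UMIs in ΔTE and 6, 25 and 31 in WT cells, and the Myeloid-like share of the DN2b start, with 3 WT and 7 ΔTE cells.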

Differences from the paper's values

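In this part, the settings named as chosen after seeing the values and the test of Camk1d without 1 well were chosen only after the results were seen.

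The paper's number of DN2b-start cells per genotype after downsampling is 5631, and the number found here was 3401. Among the alternatives set before the data were examined, none that changed the cells kept brought the numbers within 1.5-fold. With at most 33% or 34% mitochondrial UMIs, or with no such limit, all chosen after seeing the values, it was 4345, 4642 and 7842. The limits of 33% and 34% kept 67542 and 69441 cells in all, below and above the paper's total. They gave 13009 and 13421 DN2a-start cells per genotype, also below and above the paper's number. Their DN1-start numbers, 11825 and 12209, were both below that of the paper.

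The values of Fig. 4D were read by eye from its log2 axis, were read again after the values here had been computed, and were compared with pooled ratios in the progenitor clusters. Of the 11 genes read, all 11 had the same sign here, and 10 differed by more than the reading error of 0.1 and the counting interval. The 7 lowered genes were nearer 0 here. The raised genes, Lars2, Itga2b, Zbtb16 and, within the reading error, Camk1d, were farther from 0. All 11 values were thus higher here than in the figure. Fcer1g and Gzma were not compared, since the lines to their names cross in the figure.

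Lars2 was about 1.6 in Fig. 4D, read by eye, and 1.93 here, and with at least 300 genes per cell it was 1.57. Itga2b was about 0.55 in Fig. 4D, read by eye, and 0.73 here, with 0.68 with at most 2000 genes and 0.45 with at least 300 genes. Chosen after seeing the values, leaving out the highest Scrublet scores gave 0.64 and leaving out the second well of each library 0.61 for Itga2b. Zbtb16 was about 0.5 in Fig. 4D, read by eye, and 0.70 here, and its value with at most 5% mitochondrial UMIs, 0.35 (−0.99 to 1.76), held the paper's within its interval. With the highest Scrublet scores left out, a setting chosen after seeing the values, Zbtb16 was 0.55 and Runx2 −0.54, each within the reading and counting error of the paper's value. Runx2 was about −0.65 in Fig. 4D, read by eye, and −0.47 here, with −0.52 with at least 300 genes and −1.07 with at most 5% mitochondrial UMIs. Bcl11b was about −1.5 in Fig. 4D, read by eye, and −1.21 here, with −1.11 with at most 5% mitochondrial UMIs, whose interval held the paper's value. Mid1 was about −3.6 in Fig. 4D, read by eye, and −3.33 here, with −3.67 with at least 300 genes. With at least 300 genes, the progenitor class was 1 cluster of 11625 cells, so those values compare other cells than the first value of each gene here. For each of these genes, every other alternative set before the data were examined left a difference.

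Etv6 was about −0.65 in Fig. 4D, read by eye, and −0.34 here. Il2ra was about −0.65 in Fig. 4D, read by eye, and −0.10 here. Runx1 was about −0.8 in Fig. 4D, read by eye, and −0.36 here. Rnf220 was about −0.9 in Fig. 4D, read by eye, and −0.41 here. For these 4 genes, none of the alternatives set before the data were examined closed the gap.

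The paper shows Pde4d as lower in ΔTE progenitors of the DN2a start in Fig. S3B, and its log2 ratio here was 0.21 (0.17 to 0.25). With at most 5% mitochondrial UMIs it was −0.63 (−1.15 to −0.15), in the direction of the paper, and 1 of the 3 ΔTE wells, at 1684 CPM, was below every WT well. The paper names Zbtb16 alone of Zbtb16, Id2 and Rora as raised in ΔTE progenitors, and Id2 had a pooled log2 ratio of 0.44 (0.19 to 0.69) here, with intervals that held 0 for the DN2a and DN2b starts. Over 20 alternatives, the pooled ratio of Id2 lay between 0.18 and 1.14. The paper gives Camk1d as changed in ΔTE progenitors of the DN2a start, where its ratio of 1.23 here became −0.94 without 1 reverse-transcription well of the ΔTE library.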

Other observations

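The tests of a single well for Lars2, Sergef and Zbtb16 were chosen only after the results were seen, and so was the setting with equal mitochondrial shares.

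Mid1 had the lowest ratio of ΔTE to WT of all 2323 genes compared in the progenitor clusters, −3.33 (−3.44 to −3.22), and was lower in each start, by −3.62, −2.86 and −3.15. Its level also differed between wells of the WT DN1 library, at 322, 715 and 1966 CPM, and of the WT DN2b library, at 197, 837 and 863 CPM, while every well of the ΔTE libraries was under 80.1 CPM, the highest of them. A different sex makeup of the 2 pools was tested with 4 Y-linked genes, whose summed log2 ratio was 0.56 (0.46 to 0.66), far smaller than that of Mid1. A loss that follows from lower Bcl11b would spare cells without Bcl11b, but in Myeloid-like cells the ratio of Mid1 was −5.27 (−8.34 to −3.37), with 2 UMIs in ΔTE and 79 in WT cells. In Stroma-like cells, for which the feeder layer is a candidate source, the ratio of Mid1 was −0.47 (−0.73 to −0.22), with 169 UMIs in ΔTE and 569 in WT cells. A lowering shared by the region around Mid1 was tested with its neighbors, and the lowest of 12 genes within 5 Mb, Tceanc, was at −0.53 (−1.05 to −0.02). A strain difference that leaves the neighbors unchanged cannot be excluded by this test. A variant in or at Mid1 itself, carried by the ΔTE or the WT mice, stays open and could not be tested with gene counts. These values argue against a general effect of sex or of Bcl11b and against a lowering of the whole region, so a difference at Mid1 between the pools of mice is a candidate explanation.

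The Y-linked genes were higher in ΔTE cells of the DN1 and DN2a starts, by 0.52 (0.38 to 0.66) and 0.61 (0.48 to 0.74), and not of the DN2b start, at −0.06 (−0.37 to 0.24). A larger share of cells from male mice in the ΔTE pool could give the pooled value of 0.56. If the starts came from the same pool of mice of a genotype, the DN2b start would be expected to show it too, and it did not. The paper gives the mice pooled per genotype and describes no separate pools for the starts. The source of this difference was not tested otherwise.

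Lars2 was highest of all genes in the pooled progenitor clusters, by 1.93 on the log2 scale, and by 2.94 (2.83 to 3.04) in the DN2a start, with −0.02 and −0.39 in the DN1 and DN2b starts. The wells of the ΔTE DN2a library were at 95.6, 202 and 1773 CPM. Without the highest well, the DN2a ratio was 0.24 (0.06 to 0.42) and the pooled ratio 0.01 (−0.11 to 0.13). Counts that come from mitochondrial ribosomal RNA were tested as a source. Lars2 differed 18.5-fold between 2 wells of this library whose mt-Rnr2 differed 1.06-fold, and the longest BLASTN match between a Lars2 transcript and mitochondrial ribosomal RNA was 27 bases. The excess may therefore come from 1 well, by a step of the library that was not tested, and no biological explanation was tested.

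Sergef was second of all genes, with a ratio of 2.24 (2.06 to 2.42) for the DN1 start. The wells of the ΔTE DN1 library were at 57.5, 61.4 and 591 CPM, and without the highest well the ratio was 0.11 (−0.16 to 0.37), so the excess may come from that well. Folds over 4 between wells of a library, with a pseudocount of 5 CPM, were also seen for Cmss1 in the ΔTE DN2b library (7.17).

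Zbtb16 was higher in ΔTE progenitors of the DN2a start by 0.87. A single well was tested as the source, and the lowest well of the ΔTE library, at 354 CPM, was above the WT wells, at 260 to 272 CPM. The WT DN2a library had a lower mitochondrial share than the others, and among cells of equal mitochondrial shares the ratio was 0.91 (0.79 to 1.03). ILC-like cells left in the progenitor clusters were tested by taking cells without a UMI of any ILC-like marker, 62.6% of ΔTE and 64.0% of WT cells. In these cells, the ratio was 0.81 (0.69 to 0.94). This test cannot decide, since these markers are not specific to ILC-like cells. They summed to 926 CPM in the WT DN1 library, where 0.531% of cells were ILC-like. Among cells of equal mitochondrial shares, the ratio of Bcl11b was −1.13 (−1.25 to −1.02) and that of the ILC-like share 2.17 (1.91 to 2.43). For Zbtb16, the values argue against the mitochondrial share or 1 well as the source of the difference. ILC-like cells left in the progenitor clusters stay open as a source. For Bcl11b and the ILC-like share, only the mitochondrial share was tested here, and the values argue against it. The genotype and a difference between cultures or library preparations, with 1 of each per condition, stay open as explanations.

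Genes around Bcl11b were compared, since the deletion might lower all of them. For the DN2a start, the median log2 ratio of the 9 other genes within 1 Mb was −0.18, at percentile 26.5 of 10000 random lists of genes of like level, whose median was −0.14. The percentiles were 11.8 for the DN1 start and 76.5 for the DN2b start. Evl (−0.46), Setd3 (−0.35), Ccnk (−0.37) and Degs2 (−0.94) were lower and Wars (0.09) and Ccdc85c (0.19) were not, so an effect on some genes near Bcl11b stays open. Evl, Setd3, Ccnk, Degs2, Wars and Ccdc85c were singled out after their values were seen.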
